# A de novo silencer causes elimination of *MITF-M* expression and profound hearing loss in pigs

**DOI:** 10.1186/s12915-016-0273-2

**Published:** 2016-06-27

**Authors:** Lei Chen, Weiwei Guo, Lili Ren, Mingyao Yang, Yaofeng Zhao, Zongyi Guo, Haijin Yi, Mingzhou Li, Yiqing Hu, Xi Long, Boyuan Sun, Jinxiu Li, Suoqiang Zhai, Tinghuan Zhang, Shilin Tian, Qingyong Meng, Ning Yu, Dan Zhu, Guoqing Tang, Qianzi Tang, Liming Ren, Ke Liu, Shihua Zhang, Tiandong Che, Zhengquan Yu, Nan Wu, Lan Jing, Ran Zhang, Tao Cong, Siqing Chen, Yiqiang Zhao, Yue Zhang, Xiaoqing Bai, Ying Guo, Lidong Zhao, Fengming Zhang, Hui Zhao, Liang Zhang, Zhaohui Hou, Jiugang Zhao, Jianan Li, Lijuan Zhang, Wei Sun, Xiangang Zou, Tao Wang, Liangpeng Ge, Zuohua Liu, Xiaoxiang Hu, Jingyong Wang, Shiming Yang, Ning Li

**Keywords:** De novo silencer, *MITF-M*, Hearing loss, Waardenburg syndrome, *cis-*regulatory element, Pig

## Abstract

**Background:**

Genesis of novel gene regulatory modules is largely responsible for morphological and functional evolution. De novo generation of novel *cis*-regulatory elements (CREs) is much rarer than genomic events that alter existing CREs such as transposition, promoter switching or co-option. Only one case of de novo generation has been reported to date, in fish and without involvement of phenotype alteration. Yet, this event likely occurs in other animals and helps drive genetic/phenotypic variation.

**Results:**

Using a porcine model of spontaneous hearing loss not previously characterized we performed gene mapping and mutation screening to determine the genetic foundation of the phenotype. We identified a mutation in the non-regulatory region of the melanocyte-specific promoter of microphthalmia-associated transcription factor (*MITF*) gene that generated a novel silencer. The consequent elimination of expression of the *MITF-M* isoform led to early degeneration of the intermediate cells of the cochlear stria vascularis and profound hearing loss, as well as depigmentation, all of which resemble the typical phenotype of Waardenburg syndrome in humans. The mutation exclusively affected *MITF-M* and no other isoforms. The essential function of *Mitf-m* in hearing development was further validated using a knock-out mouse model.

**Conclusions:**

Elimination of the *MITF-M* isoform alone is sufficient to cause deafness and depigmentation. To our knowledge, this study provides the first evidence of a de novo CRE in mammals that produces a systemic functional effect.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-016-0273-2) contains supplementary material, which is available to authorized users.

## Background

Genome variation in non-coding regions may not only disrupt regulatory elements but can also create them [1]. Due to the sequence-specific nature of transcription factors’ binding to DNA, introduction of a single-nucleotide polymorphism (SNP) or a small-sized insertion or deletion (indel) in the target regulatory sequence can incapacitate or inhibit binding [1, 2]. Moreover, these relatively small mutations can be sufficient to generate a novel *cis*-regulatory element (CRE). A growing body of evidence has shown that new regulatory behavior can accompany the modification of existing functional elements [3–5], with point mutations and deletions being sufficient to generate *cis*-regulatory divergences [6, 7].

One of the most well studied genetic events capable of creating new regulatory behaviors is the transposon, a transposable genetic element that has been shown to generate functional changes in existing enhancers; the extensive studies on transposons have revealed their activities in insects and plants as well as mammals [8, 9]. In contrast, de novo generation of a novel CRE is less well studied. Only one case has been reported to date, that of an enhancer generated by whole-genome duplication in sequences in fish that were demonstrated as formerly lacking *cis*-regulatory activity [10]. No such cases have been reported for mammals, and there are no reports of minor changes driving either de novo genesis of regulatory elements or systemic functional alterations.

Waardenburg syndrome type 2 (WS2; OMIM #193510) is a hereditary sensorineural deafness syndrome caused by gene mutations; additional physical traits of the disease in humans include heterochromia iridis and white forelock [11, 12]. A common mutation found in WS2 sufferers involves the microphthalmia-associated transcription factor (*MITF*), which plays a critical role in melanocytes and melanoma [13, 14]. The *Mitf* multi-promoter gene encodes at least seven isoforms of *MITF*, each with a distinct N-termini. These seven isoforms have been identified in humans and mice, and are known to be translated from different transcriptional variants with differing first and/or second 5’-end exons [15]. The various promoters associated with each isoform contribute to their tissue-specific expression and functions [16].

In the present study, we described a porcine model with spontaneous deafness, which exhibits WS2-like phenotypes, including depigmentation (Fig. 1). We performed whole-genome mapping and detected a short insertion in the distal melanocyte-specific regulatory region of *MITF*. We showed that this insertion creates a de novo silencer that completely eliminated the expression of the transcripts for the *MITF-M* isoform both in vivo and in vitro. Therefore, the present study provides the first evidence to demonstrate that minor mutations in non-coding regions that lack *cis*-regulatory activity are able to generate a systemic, functional de novo silencer and result in dramatic phenotypic alterations. Additionally, we determined that among all of the *MITF* isoforms only *MITF-M* was affected in this porcine model and confirmed the phenotype relationship using an M-exon knock-out mouse model; thus, we conclude that *MITF-M* is vital for normal hearing and may play an important role in WS2 of mammals, including humans.

**Fig. 1:**
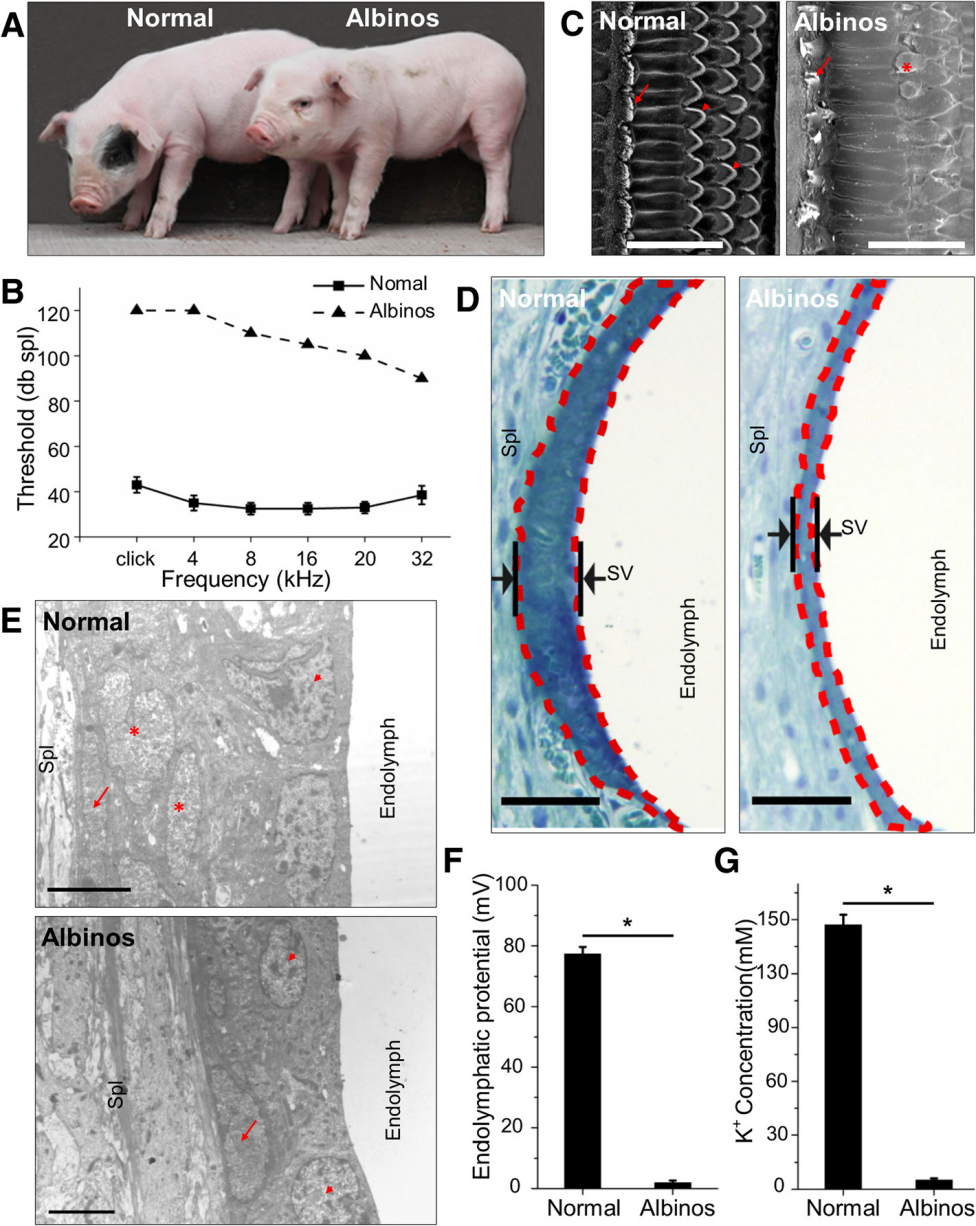
Cochlear morphology and auditory electrophysiology defects of albino pigs. **a** Gross image of a normal pig and an albino pig. **b** Results of auditory brainstem response tests showing profound hearing loss of albino pigs. The raw data is provided in Additional file 5: sheet 1 Data of ABR tests (pigs). **c** Scanning electron microscopy images showing missing or fused (star) stereocilias of inner (arrow) and outer (arrowhead) hair cells in albino pigs. **d** Images showing that the stria vascularis (SV) of albino pig are remarkably thinner than that of normal pig. **e** Image showing lack of intermediate cells in the SV of albino pigs. Marginal cell layer, arrowheads; intermediate cell, stars; basal cell, arrows; spiral ligament, Spl. **f** and **g** The average values of endolymphatic potential and scala media potassium concentration in albino pigs were significantly lower than in normal pigs (raw data in Additional file 5: sheet 2 Data of EP and sheet 3 Data of K+ concentration). Error bars indicate the standard deviations. Scale bars in **c** = 100 μm, in **d** = 50 μm, and in **e** = 5 μm

## Results

### Profound hearing loss in a porcine model

Albino pigs (Fig. 1a) spontaneously arising from a native breed of swine in Southwest China (Rongchang pigs [17]) are well-studied for their observed phenotypes of deafness and depigmentation, similar to the phenotype of WS2 [11, 12]. Results from auditory brainstem response (ABR) tests show that the albino pigs produced no recognizable waveforms up to 100 dB sound pressure level (SPL) stimuli in the range from 4–32 kHz, whereas normal pigs produced ABR thresholds at 5–10 dB SPL (Fig. 1b). Loss of hair cells and stereocilia bundles were observed in the cochleae of the albino pigs by scanning electron microscopy (SEM; Fig. 1c). Because the hearing loss observed in human cases of WS2 is attributed to abnormal cochlear stria vascularis (SV) [18], the morphology of SV was examined in our study’s albino pigs using light microscopy and transmission electron microscopy (TEM). As shown in Fig. 1d and e, the albino pigs lacked intermediate cells and had thinner SVs, consisting of two layers of cells only. Because the major functions of the SV are secretion of potassium ions and production of endolymphatic potential (EP), we recorded EPs and measured the [K^+^] in the scala media of the cochlea. The EP and [K^+^] were significantly lower than those of normal pigs (*P* < 0.001, Student’s *t*-test; Fig. 1f, g). Since EP and high [K^+^] in the endolymph are reportedly the driving force for mechanotransduction in cochlear hair cells [19], a reduction in EP can lead to profound hearing loss. All these phenotypes were tested at postnatal day 13. Thus, these results confirmed the phenotype of profound hearing loss related to cochlear morphology defects in our study’s albino pigs. Considering that eye defects have also been observed in some WS2 patients, we also assessed the morphology of porcine eyes. The irises of the albino pigs presented with pale coloration due to lack of pigmentation (Additional file 1: Figure S1A). The paraffin-embedded sections of retinae showed hypopigmentation in the choroid, but the retinal pigment epithelium was normal in both the normal and albino pigs (Additional file 1: Figure S1B).

### Gene mapping and mutation screening

To investigate whether the hearing loss in our study’s albino pigs was caused by genetic factors, a genetic analysis was performed with the aim of identifying the hereditary pattern of the deafness. The deafness incidence rate in offspring of albino × albino mating was 100 %, whereas almost all offspring of normal × albino mating yielded normal hearing offspring. Moreover, there was no significant difference in the prevalence of deafness between males and females. These results implied an autosomal recessive inheritance pattern; to confirm this, 11 pairs of putative heterozygous boars and sows were selected from the normal herd according to the selection criteria of having produced at least one albino offspring. In total, 74 piglets from 11 litters of heterozygous × heterozygous matings were phenotyped to investigate the Mendelian segregation ratio; the results were 25 piglets with hearing loss and 49 piglets with normal hearing. Results of χ^2^ goodness-of-fit test indicated that the segregating ratio of the hearing loss trait was 3:1 (*P* < 0.01; Additional file 2: Table S1), confirming that the trait’s inheritance mode was autosomal recessive. This result led us to hypothesize that all of the albino pigs had inherited a mutant allele (r allele) from a common ancestor, instead of the wild-type allele (R allele) of normal pigs. We then applied a whole genome association approach with a phenotype-segregated population (Additional file 1: Figure S2). The strongest association signals were detected at two markers (ASGA0057578 and ALGA0070138, *P*_genome_ = 0.00242; Fig. 2a) on *Sus scrofa* chromosome 13 (SSC 13). Then, by using haplotype association analysis we detected strong concordance of a haplotype block that was composed of five markers, with the hearing loss phenotype in the mapping population (Fig. 2b). All homozygotes of the “GGGGA” haplotype were hearing impaired and the homozygotes of the “AAAAG” haplotype had normal hearing (*P*_raw_ = 3.72 × 10^–12^; chromosome-wide significance, *P*_chr_ = 1.74 × 10^–5^, 25,000 permutations; Fig. 2b). Among the heterozygotes, a small percentage of the pigs (4/51) were hearing impaired, indicating an autosomal semi-recessive transmission mode for hearing loss. Based on these results, we mapped the causative mutant gene of hearing loss to a 763 kb interval (SSC 13: 56,170,062 to 56,933,573), which was defined by the haplotype block and the proximal recombinant markers (Fig. 2c). The melanogenesis- and hearing-related gene *Mitf* was the only annotated gene located in this sequence interval (Fig. 2c). A search of the literature determined that previous studies had associated mutations in *Mitf* with auditory-pigmentary syndrome in humans, mice, cattle, horses and dogs [20–24], all of which have reported phenotypes similar to those of the albino pigs used in our study. Based on these results we speculated that *Mitf* was likely the causative mutant gene of hearing loss in these albino pigs.

**Fig. 2:**
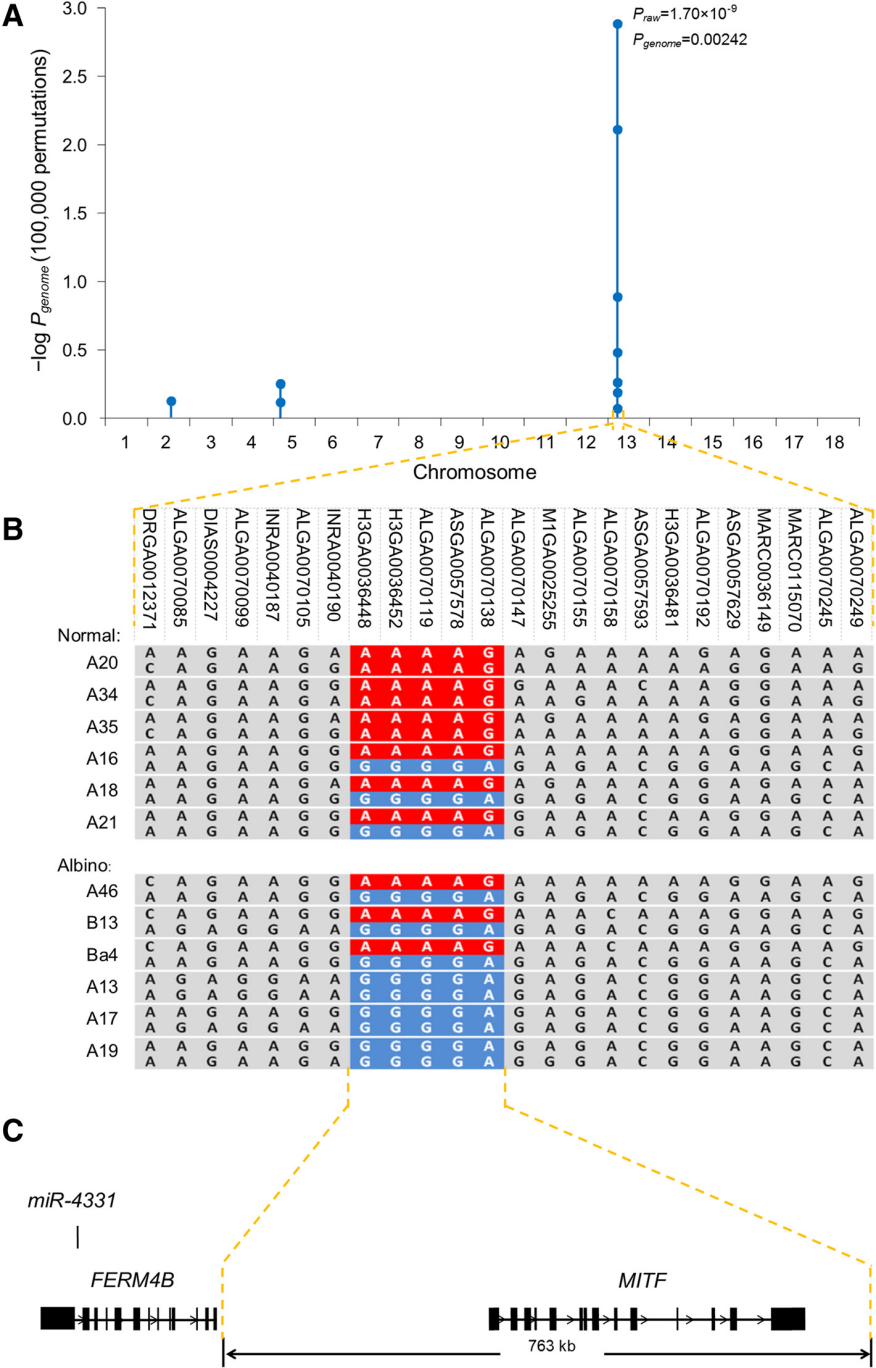
Genome-wide association mapping of the hearing loss trait in albino pigs. **a** The strongest association was identified on chromosome 13 by case-control association (*P*_genome_ = 0.00242) using the whole-genome data analysis toolset PLINK. **b** Haplotype sharing analysis showed a perfect concordance of a haplotype with hearing loss phenotype in the mapped population. A 767-kb associated interval (from INRA0040190 to ALGA0070147) was defined by five single nucleotide polymorphism markers in that haplotype and proximal recombinant markers. **c** *Mitf* is the only known gene located in that region

To achieve more fine mapping of the causative mutation, we carried out gene screening for 12 mutant (*Mitf* ^*r/r*^) and 12 wild-type (*Mitf*^*R/R*^) pigs. The porcine *Mitf* gene was not completely annotated in the reference genome (*Sus scrofa* genome 10.2) due to the poor assembly quality in this region. Therefore, we performed a homology annotation using the human *Mitf* mRNA from the Reference Sequence (RefSeq) database and the scaffold (TP_scaffold_24421) from our recently reported genome of Tibetan wild boars [25]. We found that 15 exons, spanning 243 kb of consecutive sequence, had a high syntenic relationship with the *Mitf* genes in both human and mouse (Additional file 2: Table S2). We next amplified and sequenced all exons, exon-intron boundaries and proximal promoters of the full *Mitf* gene, out to 10 kb upstream of the transcription start site of the encoded *MITF-M* isoform. In total, 21 co-segregated variants were identified, including 16 SNPs, four insertions, and one deletion (Additional file 2: Table S3). A C > A non-synonymous variant, which induced a N106K transition, was detected in the protein-coding region (exon 3). However, because only the *Mitf* ^*R/R*^ pigs carried this variant, it seemed unlikely to be correlated with the hearing loss phenotype. The other 20 variants were located in regulatory regions.

As the associated region we discovered was too large for complete screening, the causative mutation could have been missed due to incomplete coverage by Sanger sequencing. To help rule out this possibility, we used whole-genome re-sequencing data for three of the *Mitf* ^*r/r*^ pigs and three of the *Mitf* ^*R/R*^ pigs (Additional file 2: Table S4). A total of 1711 SNPs were detected in the associated region (SSC13: 56,170,062 to 56,933,573; Additional file 3: Table S5) and 961 of these co-segregated with the hearing loss phenotype, including 362 ambiguous SNPs with missing data (Additional file 3: Table S6). Furthermore, 103 open-access porcine whole genome re-sequencing data sets (Additional file 2: Table S4) were included in the analysis to filter out common variants, which are not expected to be related to the hearing loss phenotype. Because this phenotype has not been reported in any other pig breed beyond the Rongchang breed, the 103 pigs from the open-access database were regarded as wild-type pigs (*MITF* ^*R/R*^). Next, 946 of the abovementioned 961 co-segregated SNPs were sought in the 103 *MITF* ^*R/R*^ pigs (Additional file 3: Table S6); only 15 of the co-segregated SNPs were identified as carried exclusively by the *Mitf* ^*r/r*^ pigs (Additional file 3: Table S7). Additionally, nine of those 21 co-segregated variants detected in the mutation screening noted above were excluded due to their existence in any *Mitf* ^*R/*R^ pigs (marked with bold text in Additional file 2: Table S3). Combining the data from our mutation screening and re-sequencing analysis provided a total of 26 co-segregated variants that were deemed as candidate mutations for further study (Additional file 4: Table S8).

### *Mitf* expression analysis

Because an association assay was incapable of further identifying the causative mutation, we next investigated the differential expression of *Mitf* between the mutant and wild-type pigs. In humans, at least seven transcript variants (encoding seven isoforms) with the same number of promoters and first exons have been identified [15]; in pigs, the *Mitf* gene has not yet been fully characterized and only one transcript has been identified [26]. Thus, the techniques of reverse transcription-PCR and 5’-rapid amplification of cDNA ends (commonly known as 5’-RACE) were used to investigate the transcript variants in the porcine *Mitf* gene. The transcript variants of *Mitf-m*, *Mitf-a* and *Mitf-h* were identified in the cDNA from the porcine inner ear (Fig. 3a).

**Fig. 3:**
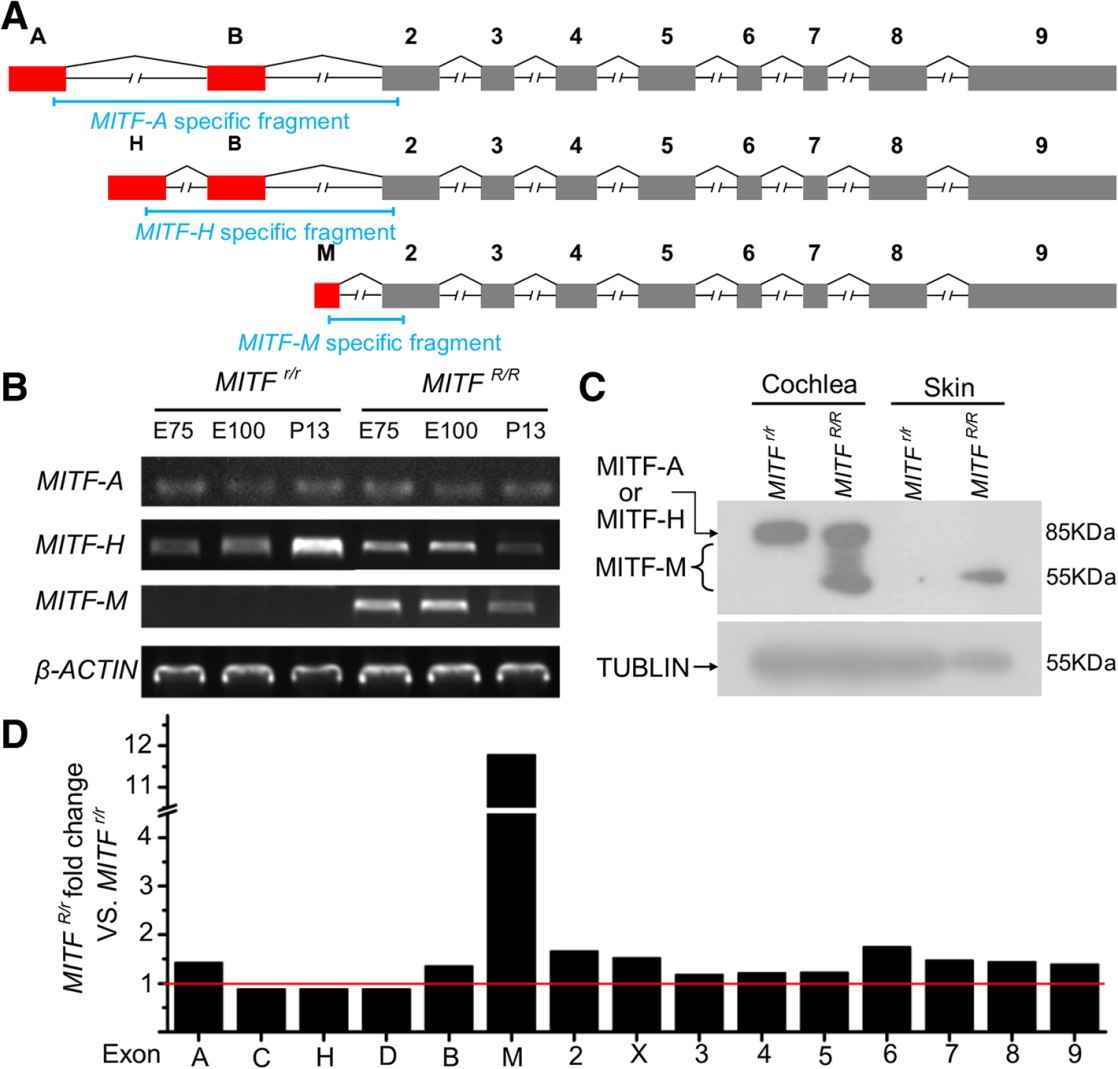
Expression analysis of *Mitf* transcriptional variants and isoforms. **a** Schematics of splicing structure in the porcine *Mitf* transcript variants (leading to *MITF-A*, *MITF-H* and *MITF-M*) detected in the cochlea. The specific fragments of transcript variants used for quantitative PCR in this study are indicated by blue lines. **b** Expression profiles of *MITF-A*, *MITF-H* and *MITF-M* during cochlear development were examined by reverse transcription-PCR. *MITF-M* expression was present at detectable levels in the *Mitf* ^*R/R*^ cochlea, but not in the *Mitf* ^*r/r*^ cochlea. **c** Immunoblotting analysis of *MITF* isoforms in the cochlea and skin. *MITF-M* expression was detectable in the *Mitf* ^*R/R*^ cochlea and skin, but not in samples from the *Mitf* ^*r/r*^ pigs. **d** Differential level of expression of the *Mitf* exons in *Mitf* ^*R/r*^ and *Mitf* ^*r/r*^ stria vascularis (SV). The M-exon showed a 11.5-fold decrease in the *Mitf* ^*r/r*^ SV. The fold change of each exon is estimated by comparing the normalized read count of each exon between *Mitf* ^*R/r*^ and *Mitf* ^*r/r*^ SV in the RNA-seq assay. Raw data for this is provided in Additional file 5; sheet 4, Data of Mitf exon fold change

Moreover, we found that the *Mitf-m* transcript was normally expressed in *Mitf* ^*R/R*^ cochlea, but not in *Mitf* ^*r/r*^ cochlea at any developmental stage (Fig. 3b). No obvious differences were found in the expression levels of *Mitf-a* or *Mitf-h* between the *Mitf* ^*R/R*^ and *Mitf* ^*r/r*^ cochlea (Fig. 3b). 

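RNA from the lateral wall of the cochlea, the tissue that carries the SV with its marginal, intermediate and basal cells, was sequenced in 1 library from a Mitf R/r pig and 1 library from a Mitf r/r pig. The paper gives the stage as embryonic day 85, whereas the sample labels give postnatal day 1; the stage of the paper is used here. The authors aligned paired reads to Sscrofa10.2 with TopHat and deposited an RPKM value per gene for each library. The paper's text does not name the program or the gene annotation used for counting. The deposited values cover 27622 features, of which 25322 carry Ensembl identifiers and 2300 are transcribed regions outside that annotation. Ratios between low RPKM values of the libraries were ratios of small whole numbers times 1 constant, so that the reads behind the values could be worked out. This gave library totals of 15829244 reads for the R/r SV and 14258672 reads for the r/r SV, with 89.4% and 89.3% of them on genes. A single read on a gene of 1 kb is therefore worth 0.0632 RPKM in the R/r SV and 0.0701 RPKM in the r/r SV. The reads found for a gene are the smallest whole numbers that give both RPKM values, and the true numbers may be a common multiple of them. Expression was compared as the log2 ratio of the RPKM values, r/r over R/r, without a pseudocount, and 95% intervals were exact Clopper-Pearson intervals on the reads of the r/r library among the reads of both. These intervals cover counting error only. With 1 library per genotype the differences have no replicate check, no p-value across genes is given, and the values compare these libraries rather than the genotypes. Across genes above 0 in both libraries and at RPKM of at least 1 in at least one, the median log2 ratio was -0.02, and log2 RPKM values of the libraries had a Pearson r of 0.972 across genes, which are not independent replicates.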

RNA-seq assay was used to detect differences between the transcriptome profiles of the *Mitf* ^*R/r*^ and *Mitf* ^*r/r*^ SVs at embryonic day 85; at this time in the development, melanocytes remained in the *Mitf* ^*r/r*^ SVs (Additional file 1: Figure S3). A total of 28 genes showed two-fold differential expression, including some genes with known functions related to pigmentation and melanogenesis, but the *Mitf* gene was not among them (Additional file 4: Table S9). 

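A total of 16331 genes were above 0 in both SVs with an RPKM value of at least 1 in at least one of them. Among these, 651 genes (3.99%) differed at least 2-fold, with 360 lower and 291 higher in the r/r SV. The minimum RPKM value moved this number most, to 87 genes with a minimum of 10 and to 1483 genes with none. Many of the 651 genes had few reads, with a median of 34 reads over both libraries against 449 for all genes compared, and 221 of them had under 20 reads. In an analysis chosen after seeing the data, 106 genes had a 95% interval wholly beyond 2-fold, of which 58 were lower and 48 higher. All 28 genes of Table S9 were at least 2-fold apart, 16 lower and 12 higher in the r/r SV, with a median of 892 reads, and the interval lay wholly beyond 2-fold in 25 of them.
Among genes above 0 in both SVs with an RPKM value of at least 10 in at least one, the 5 lowest ratios belonged to TRPM1, TMP-SLA-5, DCT, KCNJ13 and TYR. TRPM1 had 22.7 RPKM in the R/r SV and was at least 287-fold lower in the r/r SV, where 1 read was found, by the end of its 95% interval nearest to no change. TMP-SLA-5, a class I gene of the major histocompatibility complex whose reads could be split with its relatives, had 17.9 RPKM and was at least 52.2-fold lower by the same measure. DCT fell from 171 to 1.19 RPKM, a log2 ratio of -7.17 (95% interval -7.52 to -6.84). The log2 ratio of KCNJ13 was -6.39 (-8.28 to -5.02), and that of TYR was -6.06 (-7.95 to -4.69). At the other end, ADIRF was at least 70.3-fold higher in the r/r SV, by the lower end of its interval, with 93.6 RPKM there and 3 reads in the R/r SV. TMP-CH242-74M17.6 rose from 11.4 to 115 RPKM. The pigment genes RAB38, SLC45A2, PMEL and EDNRB had log2 ratios of -5.44, -5.11, -4.92 and -3.34.
MITF was listed as 3 features. The one with the highest RPKM values, ENSSSCG00000011513, had 51.7 RPKM in the R/r SV and 37.8 RPKM in the r/r SV. Its log2 ratio of -0.45 (95% interval -0.75 to -0.16) lay below 0 but short of 2-fold, and 9.00% of the genes compared had a lower ratio; among the 8563 genes with at least as many reads, 2.70% did.

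**Figure D1:**
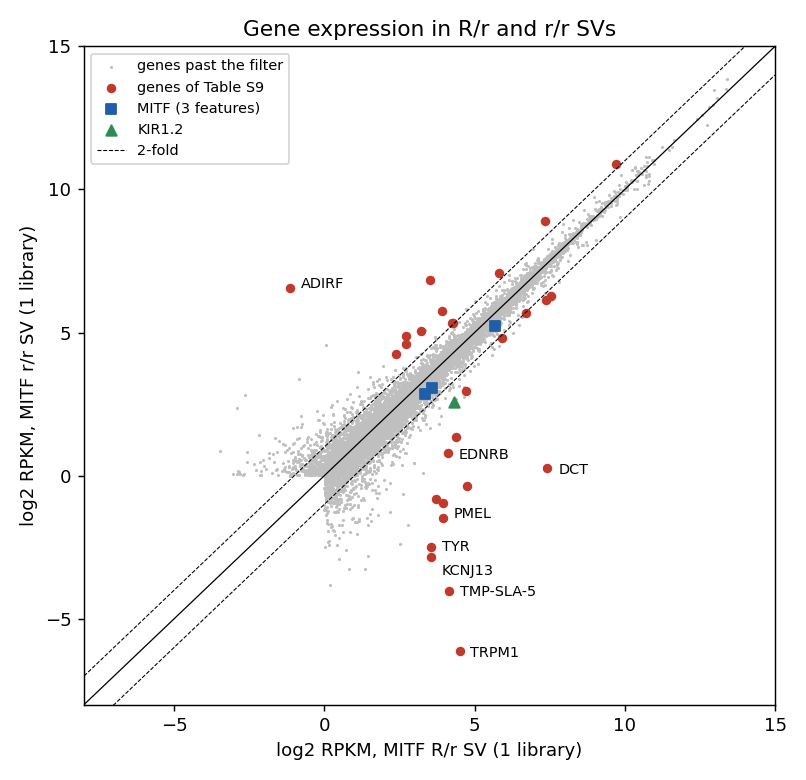
Each point is a gene, with its log2 RPKM value in the R/r SV on the horizontal axis and in the r/r SV on the vertical axis (1 library each). The solid line marks equal values and the dashed lines mark 2-fold; the 28 genes of Table S9 (red) lie outside the dashed lines, the 3 MITF features (blue squares) lie between them, and KIR1.2 (green triangle) lies below the lower one.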

Because the algorithm used for calculating the gene RPKM values (reads per kilobase per million mapped reads, which serve to estimate gene expression) cannot separate the expression of *Mitf-m* from other equally expressed transcript variants, we obtained the normalized read count for each exon individually, and found that expression of the M-exon in wild-type SVs was approximately 11.5-fold higher than in mutant SVs (Fig. 3d). In addition, RNA-seq data indicated that expression of some marker genes of melanocytes or the SV intermediate cells remained in the *MITF* ^*r/r*^ SVs; these genes included S100, KIT, MUM1, and Kir1.2 (Additional file 4: Table S10). 

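The other MITF features had log2 ratios of -0.51 (ENSSSCG00000011512, 11.9 and 8.36 RPKM in the R/r and r/r SVs) and -0.48 (ENSSSCG00000011514, 10.1 and 7.27 RPKM). Over all MITF features together, 656 reads were found in the R/r SV and 424 reads in the r/r SV, a log2 ratio of -0.48 (95% interval -0.66 to -0.30).
Reads per exon are given only in the paper's Additional file 5, and the counts that follow are the paper's. The M-exon lies on chromosome 13 of Sscrofa10.2 from 56475070 to 56475223, and the paper counted 39 reads on it in the R/r SV and 2 reads in the r/r SV. With 1 read added to each count and the library ratio of that sheet, 0.884, the fold was 11.8, the value the sheet also holds. The 95% interval from the reads ran from 4.46 to 147, so that the expression can be called at least 4.46-fold lower. Without an added read the fold was 17.2, and scaled by the reads of exons 2 to 9 it was 8.52. Against exons 2 to 9, with 4011 and 2562 reads, the M-exon was lower in the r/r SV (Fisher's exact test, two-sided, p = 9.37e-07), and against exons A and B, with 205 and 130 reads, p was 2.91e-06 in the same test. Both tests compare these libraries, not the genotypes. Reads on the M-exon were 18.5% of those on exon 2 in the R/r SV and 1.79% in the r/r SV.
Exons 2 to 9 were also lower in the r/r SV, with a log2 ratio of -0.47 (-0.54 to -0.40). Of 12 exons other than the M-exon with reads in both SVs, 11 were lower, and in the 11 with at least 50 reads the log2 ratio ranged from -0.82 to -0.25.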

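Table S10 lists 35 genes, and 26 of them had an RPKM value of at least 1 in each SV. KIT had 43.6 RPKM in the R/r SV and 44.2 RPKM in the r/r SV, a log2 ratio of 0.02 (95% interval -0.06 to 0.09). MUM1 had 42.2 and 43.9 RPKM. S100B, the S100 gene with the highest values, had 6091 and 6272 RPKM. The exception was KIR1.2, the potassium channel of intermediate cells, which fell from 20.0 to 5.97 RPKM, with 361 and 97 reads and a log2 ratio of -1.75 (-2.08 to -1.42). It was the 1 gene of the 26 that was at least 2-fold lower, and 0 genes were at least 2-fold higher. The log2 ratios of the other genes lay between -0.54 and 0.21.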

Most of the genes expressed in *MITF* ^*r/r*^ SVs, however, did not show significantly lower expression than the genes in the *MITF* ^*R/r*^ SVs. 

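Of 15886 genes with an RPKM value of at least 1 in the r/r SV and above 0 in the R/r SV, 15713 (98.9%, 95% Wilson interval 98.7 to 99.1) were not 2-fold lower there, and 173 were. A further 36 genes at RPKM of at least 1 in the r/r SV were listed at 0 in the R/r SV. Genes that are nearly lost in the r/r SV cannot enter this share. Counted instead over 15974 genes with an RPKM value of at least 1 in the R/r SV and above 0 in the r/r SV, 97.7% were not 2-fold lower. A 1.5-fold threshold in place of 2-fold gave the lowest share, 95.6%. These are shares of genes without a test of each gene.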

When we considered these results along with those from TEM analysis of prenatal SVs (Additional file 1: Figure S3), we determined that the intermediate cells remained in the *MITF* ^*r/r*^ SVs at the embryo stage and disappeared around birth. Thus, the expression differences between *MITF* ^*R/r*^ and *MITF* ^*r/r*^ SVs that we observed were indeed caused by *Mitf* mutation, rather than a lack of intermediate cells.

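Lists of marker genes were written from general knowledge before the data were examined, and the median log2 ratio of each was placed among 10000 random lists of the same size matched on mean expression. The melanocyte list had 15 genes past the minimum RPKM value, and its median of -1.25 lay below all of the random lists. Its members moved unequally, with 8 genes at least 2-fold lower and others near 0, such as OCA2 (log2 ratio 0.04, with 28 and 26 reads), RAB27A (-0.02) and SOX10 (-0.21, 95% interval -0.58 to 0.16). TRPM1, DCT, TYR, RAB38, SLC45A2, PMEL and EDNRB belong both to this list and to Table S9, which came from the same libraries. The shift of the melanocyte list is therefore not independent of that table. MLANA had 12.0 RPKM in the R/r SV, from 4 reads or a multiple of them, and was listed at 0 in the r/r SV. The 5 genes of the list for intermediate cell ion transport had a median of -0.33, at the 0.27th percentile, and KIR1.2 and KCNJ13 were its lowest members. The marginal cell list (6 genes) had a median of -0.24, at the 0.38th percentile, with ATP1B2 lowest at -0.81. The list for basal cells and fibrocytes (6 genes) had a median of -0.02, at the 13.6th percentile. These percentiles describe the libraries at hand. Random lists draw their members independently, so the percentiles do not allow for genes of a list that vary together.

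**Figure D2:**
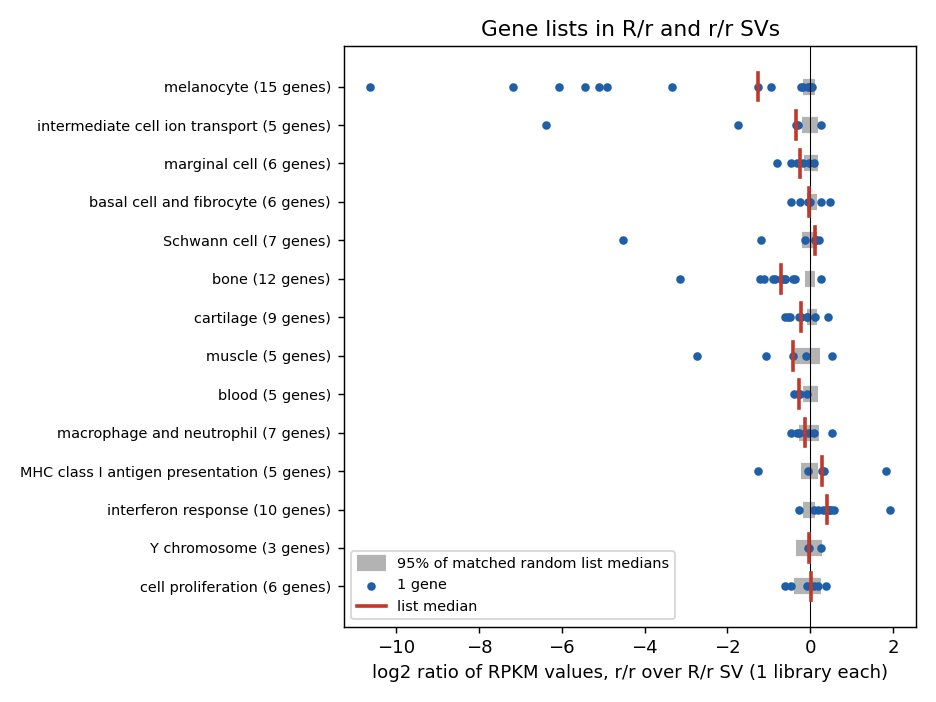
Log2 ratio of the RPKM values, r/r over R/r SV (1 library each), for the genes of 14 marker lists. Blue points are genes, red bars list medians and grey bars the range that holds 95% of the medians of matched random lists; the melanocyte median lies at -1.25, left of its grey bar.

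The paper reasons from the marker genes that remained and from electron microscopy of prenatal SVs (Figure S3). By its account, intermediate cells were still present in the r/r SVs at the embryo stage but were lost around birth. It concludes that the expression differences were caused by the Mitf mutation and not by a lack of these cells. The sample labels give postnatal day 1 instead of embryonic day 85. If the labels are right, the prenatal microscopy does not cover these libraries, and a loss of these cells stays possible.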

Subsequent immunoblotting assay showed an undetectable level of polypeptides of 55–70 kDa (the reported size range of the *MITF-M* isoform in melanoma [27]) in the *Mitf* ^*r/r*^ cochleae (Fig. 3c). Consistent with the previous data, the levels of *MITF-A* and *MITF-H* detected by immunoblot (Fig. 3c) were similar between the *Mitf* ^*R/R*^ and *Mitf* ^*r/r*^ cochleae. These results indicated that the expression of *MITF-M* was eliminated in the *Mitf* ^*r/r*^ pigs at both the transcript and protein levels, and this differential expression pattern itself indicated the existence of regulatory mutations in M isoform-specific regions. Consistently, eight of the 26 co-segregated variants were located in the M isoform-specific promoter (M-promoter; Additional file 4: Table S8).

### Transcriptional activity analysis of the *MITF* M-promoter

To test whether the variants in the M-promoter were capable of altering transcriptional activity, a transient transfection assay was performed using mouse B16 melanoma cells. The luciferase reporter constructs contained varying lengths (7.8, 6.4, 5.2, 3.7 or 1.2 kb) of truncated M-promoter from the R and r alleles, as shown in Fig. 4a. The construct pGL3-r-7.8 k, which contained a 7852-bp promoter region of the r allele, exhibited significantly lower luciferase activity than the R allele construct (pGL3-R-7.8 k; Fig. 4a). There was no significant difference in activity between the pGL3-r-7.8 k construct and the null construct (pGL3-Basic vector), the pGL3-R-6.4 k and pGL3-r-6.4 k constructs, or the pGL3-R-1.2 k and pGL3-r-1.2 k constructs (Fig. 4a). Together, these results suggested that the sequence variations involving the sequences between –7852 and –6416 bp, relative to the transcription start site of *Mitf-m*, were responsible for the elimination of *MITF-M* expression. Four co-segregated variants were located within that region, including two insertions (9 and 14 bp, respectively) and two continuous SNPs (Fig. 4b, c, red box). The mutations were densely clustered within a 96 bp region (Fig. 4a, b, black box). To further validate their effects on transcription, we knocked out the 96-bp fragment from the pGL3-r-7.8 k construct (named pGL3-r-7.8D) and detected restoration of the transcriptional activity (Fig. 4a). Using TFSEARCH [28], a transcription factor binding site searching tool, we predicted that the 9- and 14-bp insertions would create two putative binding sites for SOX family proteins (Fig. 4c, red underlined in red). As SOX proteins can act as suppressors of gene expression [29], we speculated that these insertions and the SNPs could be functional mutations.

**Fig. 4:**
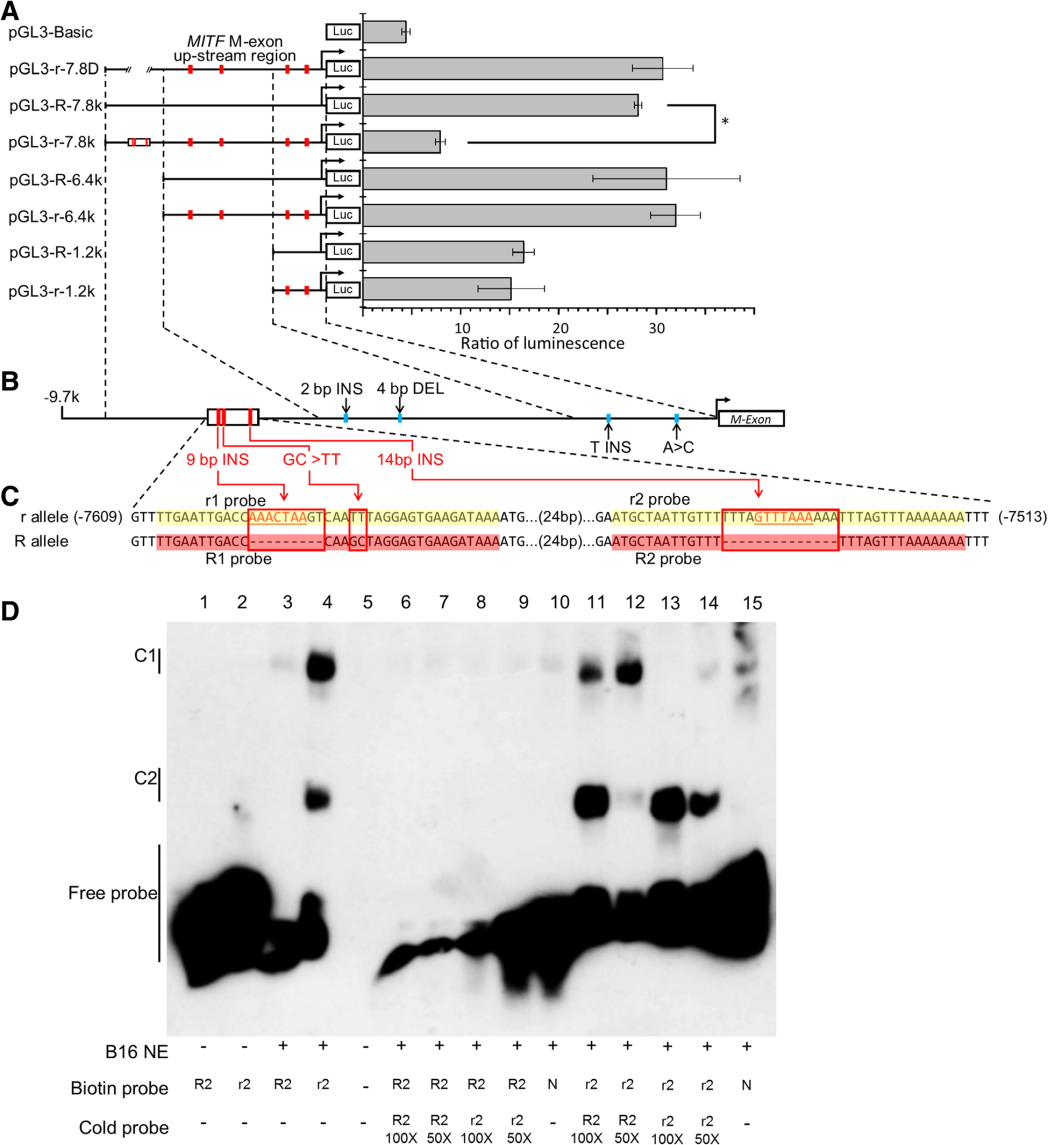
A new generated silencer in the M-promoter eliminated *Mitf-m* transcription. **a** Transcriptional activity analysis of the *Mitf-m* promoter from the R and r alleles. The reporter constructs are shown on the left, and the corresponding relative luciferase activity measured in transient transfection assays is shown on the right. The luciferase activity of pGL3-r-7.8 k was significantly lower than that of pGL3-R-7.8 k. There was no significant difference between the R and r alleles when constructs were shorter than 7.8 k. Error bars indicate the standard deviations. The results shown are for one experiment with four technical replicates. Raw data for this and three additional experiments with similar results are provided in Additional file 5; sheet 5, Data of reporter assay. **b** Schematics of the M-promoter. The sequence variations between the R and r alleles are labeled. INS, insertion; DEL, deletion. **c** Schematics of the M-promoter from –7513 bp to –7609 bp relative to the transcription start site of the M-exon. Sequence differences between R and r allele are indicated with a red box. The new sites showing consensus sequence for SOX protein binding are underlined in red. The oligonucleotide probes designed for electrophoretic mobility shift assay (EMSA) are highlighted. **d** EMSA shows the specific binding of the nuclear proteins to the r2 probe, and absence of binding to the R2 probe. In vitro incubation was performed using the indicated nuclear extracts, probe and unlabeled oligonucleotides (cold probes). C1, complex 1; C2, complex 2; R, R2 probe; r, r2 probe; N, random (negative control) probe

To address whether these candidate mutations were able to alter the protein binding landscape in the involved sequence region, we used electrophoretic mobility shift assay (EMSA) to compare the binding capacity of the wild-type and mutant sequences. Two sets of oligonucleotides, R1 and r1 (Fig. 4c, red and yellow highlight, respectively), which differed only in the 9-bp insertion and the GC>TT replacement, and R2 and r2, which differed only in the 14-bp insertion (Fig. 4c, Additional file 4: Table S11), were incubated with nuclear extracts from mouse B16 melanoma cells. Only one differential complex (C1 in Fig. 4d) was formed, namely that with the r2 probe and lacking the R2 probe. The specificity of the complex was confirmed by competition EMSA, wherein a 50- and 100-fold molar excess of unlabeled r2 probe showed effective binding competition but a 50- and 2100-fold excess of unlabeled R2 probe did not. Another complex (C2 in Fig. 4d) formed was a non-specific complex, because no competition was observed with even 100-fold molar excess r2 cold probe. No difference in protein binding was observed between the R1 and r1 probes (Additional file 1: Figure S4). Collectively, these results show that only the 14-bp insertion can induce specific transcription factor binding events, while the 9-bp insertion and the two continuous SNPs do not. Thus, the 14-bp insertion is the only variation detected in our study that was considered as potentially responsible for the observed down-regulation of *Mitf-m* transcription activity.

SOX proteins (SOX2, SOX3 and SOX9) can regulate inner ear development [30–32]. Our RNA-seq data showed that *Sox2* and *Sox9*, but not *Sox3*, were expressed in porcine SVs (Additional file 4: Table S12), suggesting that SOX2 and/or SOX9 is capable of binding ectopically to a new negative CRE (i.e. a silencer), which may have been generated by the 14-bp short insertion in the *Mitf* regulatory region and which may have caused the abrogation of *Mitf-m* expression (Fig. 6). Thus, the phenotypes of hearing loss and depigmentation in the albino pigs appear to be caused, at least partially, by the 14-bp insertion that is located at –7532 bp relative to the transcription start site of *Mitf-m*. Additionally, we performed a further genotyping analysis of the causative mutant in 311 individual Rongchang pigs (Additional file 1: Figure S5). Both the 14- and 9-bp insertions were found to be carried by all albino pigs, and to co-segregate with the albino phenotype completely (Additional file 4: Table S13). 

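SOX2 (ENSSSCG00000011771) had 1.49 RPKM in the R/r SV and 0.851 RPKM in the r/r SV, from 31 and 16 reads. SOX9 (ENSSSCG00000017251) had 83.7 and 74.8 RPKM, 56.3 times the value of SOX2 in the R/r SV and 87.9 times in the r/r SV. SOX3 was listed at 0 in the R/r SV, where a count of 0 allows up to 0.0871 RPKM, and had 0.0322 RPKM from 1 read in the r/r SV, so that it was not detectable beyond this depth. Of the 17 features of Table S12, 11 had an RPKM value of at least 1 in both SVs. SOX2 passed this threshold in the R/r SV alone and a threshold of 0.5 in both SVs, where 13 features passed. The log2 ratios of the 11 features ranged from -0.50 to 0.28. The RNA came from the whole lateral wall, so these values do not tell which of its cells express the genes.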

No recombination event involving the two insertions was observed.

These results provide convincing evidence that even a small insertion in a region that lacks regulatory activity in the melanocyte lineage can create a transcription factor binding site (TFBS). Therefore, we next investigated whether this region was a non-regulatory sequence in other cell/species lineages. By exploiting the available data from the human ENCODE project, which had previously identified large numbers of regulatory elements, we were able to obtain the human ortholog of the mutant region identified in pigs and investigate whether this region overlapped with the CREs reported in the ENCODE data (Additional file 1: Figure S6A). The published RNA-seq data indicated that the wild-type M-exon was indeed transcribed in the human melanocyte lineage (Additional file 1: Figure S6C).

Using the UCSC browser to search the ENCODE data, we noted the following characteristics of these putative CREs. (1) The flanking regions of the causative mutant point has a relatively low level of conservation in mammals, suggesting a low probability of conserved functional CREs (Additional file 1: Figure S6B). (2) DNAse I hypersensitivity data indicate that chromatin accessibility around the mutant point is low in melanocytes and various cell lineages (Additional file 1: Figure S6D). (3) Chromatin immunoprecipitation and DNAse I footprinting data provide no evidence of protein binding sites near the mutant point (Additional file 1: Figure S6E). (4) The H3K4Me1 and H3K27Ac histone markers show no evidence of CREs in the flanking region of the mutant point (Additional file 1: Figure S6F). Because none of these data supported the existence of CREs near the mutant point, we concluded that the 14-bp insertion found in the albino pigs resulted in the de novo genesis of a silencer in the M-promoter (Fig. 6).

### *Mitf-m*-specific mutations result in hearing loss in a mouse model

To investigate whether a loss-of-function mutation in *Mitf-m* is sufficient to cause the deafness and depigmentation phenotypes, we constructed a mouse model with null *Mitf-m* alleles (*Mitf* ^*mi-ΔM/mi-ΔM*^ mouse; Fig. 5a). A quantitative PCR assay confirmed that the expression of *Mitf* transcriptional variants in the *Mitf* ^*mi-ΔM/mi-ΔM*^-targeted mouse was similar to those detected in the albino pigs (Fig. 5d). The *Mitf* ^*mi-ΔM/mi-ΔM*^ mice displayed profound hypopigmentation, with white hair and skin (Fig. 5b). ABR testing also revealed profound hearing loss in the *Mitf* ^*mi-ΔM/mi-ΔM*^ mice (n = 10; Fig. 5c). Finally, the *Mitf* ^*mi-ΔM/mi-ΔM*^ mice showed thinner SVs, compared to the wild-type mice, and fused or missing stereocilias of hair cells (Fig. 5e, f), similar to the cochlear morphology seen in the albino pigs. Together, these data demonstrate that an exclusive malfunction in the *m* transcript isoform is sufficient to cause the auditory-pigmentary phenotypes.

**Fig. 5:**
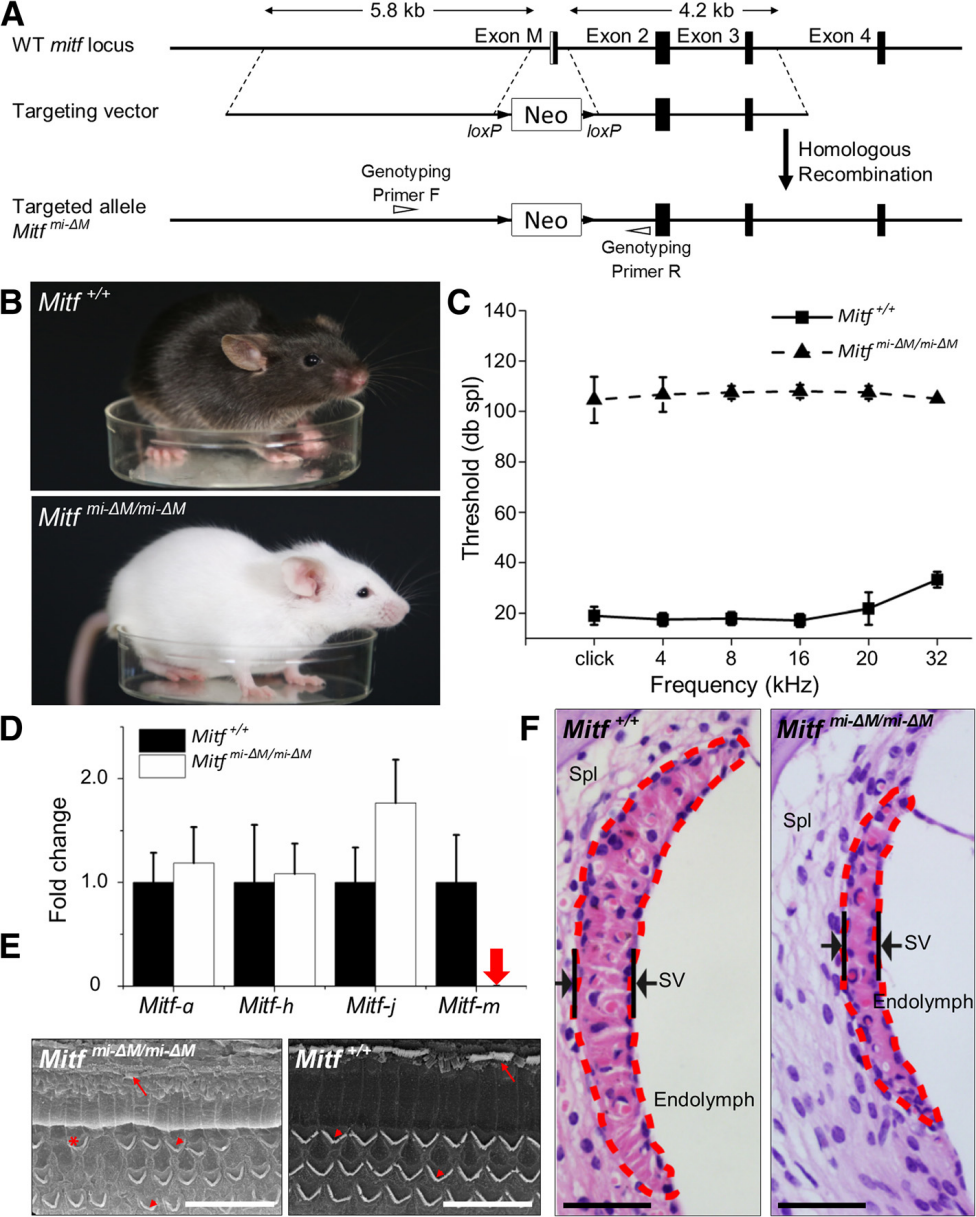
Phenotypes of the *Mitf-m* knock-out mice. **a** Schematic of the *Mitf-m* targeting technical process. The region of the *Mitf* gene containing exons M, 2, 3, and 4 are shown at the top. The targeting vector with a floxed-neomycin cassette in the M-promoter/M-exon region is shown in the middle. The resultant *Mitf* gene portion after targeting (*Mitf* ^*mi-ΔM*^ allele) is shown at the bottom. **b** *Mitf* ^*+/+*^ had a black coat color, and *Mitf* ^*mi-ΔM/mi-ΔM*^ had a white coat color and black eyes. **c** The auditory brainstem response thresholds were 20–30 dB SPL for the *Mitf* ^*+/+*^ mice, and 100–110 dB SPL for the *Mitf* ^*mi-ΔM/mi-ΔM*^ mice (from 4 to 32 kHz). The raw data is provided in Additional file 5: sheet 6 Data of ABR tests (mice). **d** *Mitf-m* was not expressed at detectable levels in the *Mitf* ^*mi-ΔM/mi-ΔM*^ cochlea (red arrow), but was expressed at detectable levels in the *Mitf* ^*+/+*^ cochlea. There was no difference observed between the expression levels of *Mitf-a* and *Mitf-h* in *Mitf* ^*mi-ΔM/mi-ΔM*^ and *Mitf* ^*+/+*^ mice. Error bars in **c** and **d** indicate the standard deviations. Raw data in Additional file 5: sheet 7 Data of mouse Mitf qPCR (Ct) and sheet 8 Data of mouse Mitf qPCR (FC). **e** In the *Mitf* ^*mi-ΔM/mi-ΔM*^ cochlea, most of the stereocilias of inner hair cells (arrows) and outer hair cells (arrowheads) were fused or missing (stars). **f** The stria vascularis of *Mitf* ^*mi-ΔM/mi-ΔM*^ cochlea are significantly thinner and shorter than that of *Mitf* ^*+/+*^ cochlea

## Discussion

Genetic variations can create regulatory elements. Within the 10 million years of evolution involving modern organisms, hundreds of non-functional sequences have gained de novo regulatory functions [33]. Induced de novo *cis*-regulatory behaviors have been reported in the literature as having emerged via the following four genetic mechanisms. (1) Duplicated coding genes may lose their coding functions and gain de novo regulatory functions through a whole-genome duplication event; these de novo enhancers are consequently known as “recycle regions” [10]. (2) Point mutations can create new regulatory behaviors and are commonly observed, from flies to primates [6, 34], indicating their evolutionary benefit. (3) Deletions can also generate new enhancers by bringing together flanking sequences that create novel binding sites for activators [7]. (4) Transposons can serve as a source for acquiring new regulatory behaviors [8, 9, 35]. However, to our knowledge, short insertions acting as the source of de novo CREs have not been reported previously. Thus, our results provide evidence that short insertions can also create systemic functional silencers by introducing novel binding sites.

Previous studies have shown that transposons containing existing TFBS can facilitate de novo regulatory behavior and increase the transcriptional activity of target genes [9, 35]. In the current study, we found a de novo silencer in a distal melanocyte-specific regulatory region that had been naturally created by short insertions. Moreover, this de novo silencer acted as a negative CRE, blocking the expression of *Mitf-m*. This novel enhancer feature, introduced by an insertion event, comprised an in silico predicted SOX protein-binding consensus sequence. Our evidence indicated that a transcription factor (predicted to be SOX2 or SOX9) interacts with this novel binding site to repress the expression of *MITF-M*. Both the 9-bp and the 14-bp insertions were predicted to create new TFBS, and although only the 14-bp insertion interacted directly with nucleoproteins in vitro, we cannot rule out the possibility that the 9-bp insertion is the causative mutation, because the distance between the two insertion regions is as close as 50 bp and the HMG binding domain of SOX family proteins can bind to a sequence as large as 100 bp [36]. Thus, the 9-bp insertion region may act as a flanking sequence, affecting the robustness of the de novo element [37, 38].

Previous studies of the coding and regulatory regions of the *Mitf* gene have identified various functional mutations associated with congenital hearing loss in mammals [13, 20, 23, 24, 39]. Most of these mutations are located in the exons and introns that are conserved between species, and have been shown to cause equal genetic effects on multiple isoforms. Dysfunction in melanocytes in the SV is the major pathology of WS2. Apart from *MITF-M*, isoforms *MITF-A* and *MITF-H* are also expressed in melanocytes and melanoma cells [40–42]. The particular function(s) of each isoform in hearing loss remains to be fully elucidated. In a previous study of *Mitf*^*mi-bw*^ mice, insertion of a retrotransposing L1 element into intron 3 of the *MITF* gene abolished *MITF-M*, but also affected the expression of *MITF-A* and *MITF-H* [43]. Thus, the phenotypes on hearing loss and pigmentation cannot be exclusively attributable to the elimination of *MITF-M*, and there remains a possibility that *MITF-A* or *MITF-H* may play functional roles in the pathogenesis of WS2 and its manifested symptoms. Our study mapped a novel mutation located in the *MITF-M*-specific regulatory region that completely eliminated *MITF-M* expression, but which apparently had no effect on any other isoform (Fig. 3b, c). A search of the literature revealed that mutations in this region have also been shown to affect coat color in dogs [21] and horses [22]. Furthermore, we generated the first M-exon specific knock-out mouse model, we found phenotypes that were consistent with *Mitf*^*r/r*^ pigs, as well as similar *Mitf* expression profiles. Considering the collective results from the specific naturally-arising porcine mutation and the artificially-induced mouse mutation, it appears that *MITF-M* exerts a unique function in the inner ear and that dysfunction of the *MITF-M* isoform alone is sufficient to cause deafness.

*Mitf* is a well-described and frequent causative gene of WS2 [11, 12]. Most of the mutations found in *Mitf* are located in the coding region and the flanking splice donor/acceptor sites, accounting for the phenotype of hearing loss in approximately 15 % of WS2 cases; however, the mutation profile has not been determined in approximately 70 % of WS2 patients [13]. Our results suggest that the upstream region of the M-exon, which serves to regulate the expression of *Mitf-m*, is a novel potential mutation region in WS2 patients. Identifying and characterizing such regulatory regions will have clinical implications for identifying causative mutations for genetic diseases such as WS2. New techniques, such as targeted, capture-based sequencing and whole-genome re-sequencing, provide the possibility of mutation screening for large-scale regulatory regions. Finally, genetic hearing loss is almost exclusively studied in mouse models. The lack of a large animal model for genetic hearing loss has impaired the development of gene therapy for clinical application. Our *Mitf* ^*r/r*^ pigs should serve as a valuable model to be tested for such therapeutic intervention both by traditional gene therapy and by new CRISPR/Cas9-mediated genome editing [44].

## Conclusions

In summary, we provide evidence, for the first time, that short insertions in non-coding regions, previously lacking *cis*-regulatory activity, are capable of creating systemic functional de novo CREs, resulting in dramatic phenotypic alterations in mammals (Fig. 6). We also identified the essential role of *MITF-M* in cochlear development and demonstrated that loss-of-function mutations of *MITF-M* are sufficient to cause deafness. Thus, it is important to include the regulatory regions in clinical gene screening for WS2.

**Fig. 6:**
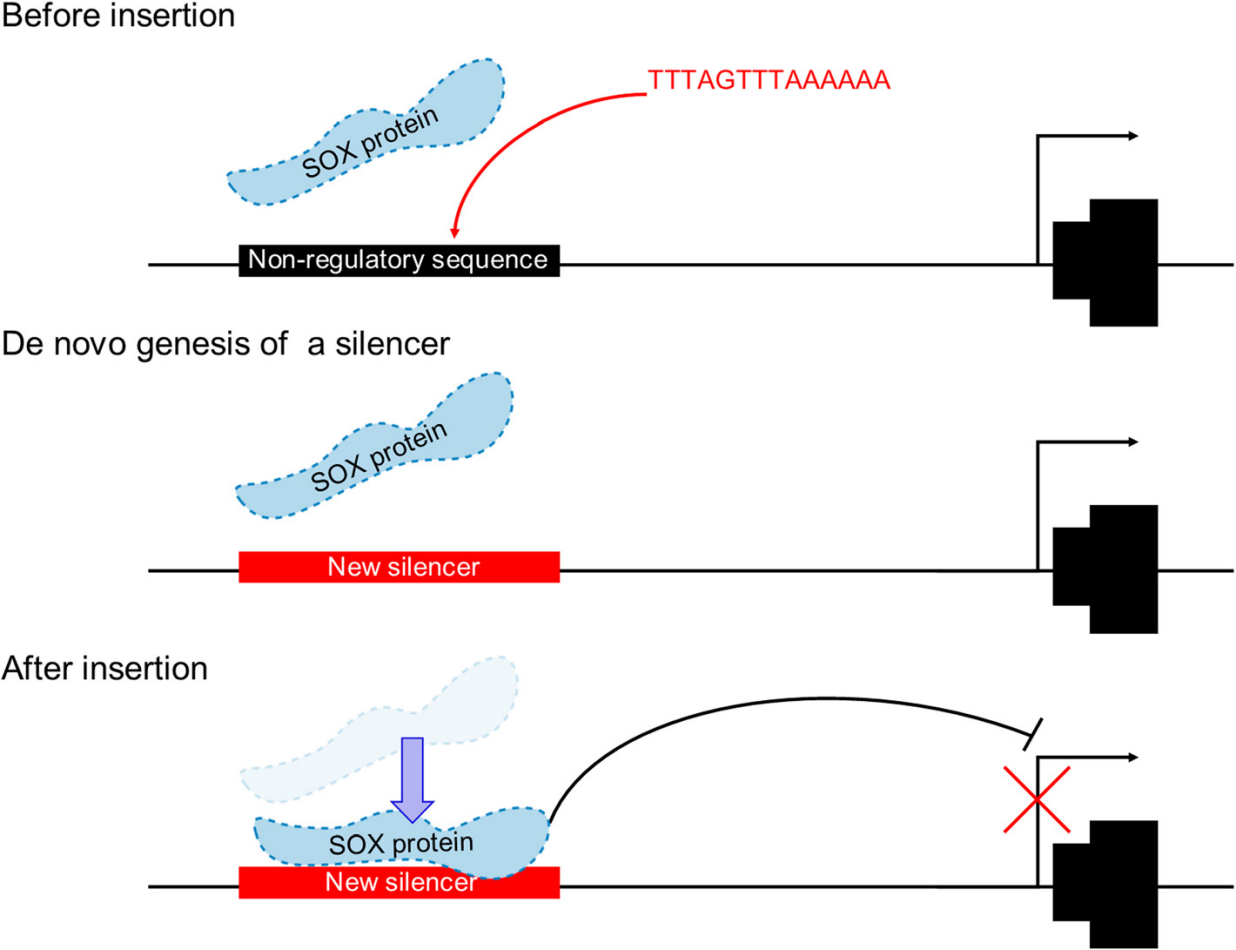
Schematics showing the genetic effect of the causative mutation. In *Mitf* ^*R/R*^ stria vascularis (SVs) (before duplication). SOX proteins cannot recognize and bind to the M-promoter and *MITF-M* was normally transcribed. In *Mitf* ^*r/r*^ SVs, a new consensus site for SOX protein binding, which resulted from the 14-bp duplication, created a de novo silencer in the M-promoter. SOX proteins ectopically binding to that silencer may repress the transcription of *Mitf-m* (after duplication)

## Methods

### Study population of Rongchang pigs

Chinese Rongchang pigs were chosen from the animal breeding facility of the Chongqing Academy of Animal Science. Pigs from 1 month to 1.5 years old (male and female) were used. All Rongchang pigs underwent auditory electrophysiology diagnoses to determine the hearing phenotype. Pigs with normal hearing were assigned to the control group and albino pigs with no ABR response were used as the case group. Use of the pigs and mice was approved by the Institutional Animal Care and Use Committee of China Agricultural University in Beijing.

### Auditory electrophysiology

ABR, EP and [K^+^] recording were used to evaluate hearing function of pigs and mice. Details of these tests have been described in our previous publications [45]. Briefly, ABRs were evoked with clicks and tone pips at 4, 8, 16, and 20 kHz. The ABR threshold was determined by visual inspection. EP and [K^+^] in the endolymph were recorded using double-barreled microelectrodes filled with 150 mM KCl and a potassium ion exchanger. The reference barrel was filled with 0.5 M NaCl for EP recording and the electrodes were calibrated in a 37 °C water bath chamber using a series of solutions of KCl and NaCl that had [K^+^] of 1, 5, 25, 50, 100, and 150 mM. At least four independent animals were tested to confirm the results.

### Cochlear morphology

The morphology of the stereocilia of cochlear hair cells was examined using SEM. Samples for SEM were prepared following procedures described in our previous publications [46]. Briefly, the cochleae were fixed with 2.5 % glutaraldehyde. After dehydration, the samples were critical-point dried, mounted on aluminum stubs, sputter-coated with gold particles, and examined using a Hitachi S-3700N SEM (Japan). The cochlear SV morphology was observed on cochlear sections using light microscopy and TEM. For TEM, the cochleae after overnight fixation were decalcified, embedded in Epon resin, and sectioned on a Reichert Ultracut E ultramicrotome (Boeckeler Instruments, Tucson, NM). Ultrathin sections were mounted on formvar-coated slot grids, stained with lead citrate and uranyl acetate, and examined using a Philips CM 120 TEM. At least three independent samples were performed to confirm the results.

### Genetic analysis and whole genome association study

Eleven pairs of putative heterozygous boars and sows were selected from the normal herd if they had albino offspring. In total, 74 piglets from 11 litters of heterozygous × heterozygous matings were phenotyped to investigate the Mendel segregation ratio. DNA from 28 pigs showing profound hearing loss and 73 pigs with normal hearing was isolated from tissue samples taken from pinnas. The DNA samples were genotyped using the Illumina PorcineSNP60 BeadChip. The PLINK software package was used for genome-wide mapping; all SNP markers with MAF > 0.05 and call rate > 75 % were used for a case-control association analysis. Genome-wide *P* values were ascertained through phenotype permutation testing (n = 100,000).

### Mutation screening

All exons, exon-intron boundaries and promoters (10-kb fragment upstream of TSS) were sequenced in 12 normal pigs and 12 albino pigs using the primers listed in Additional file 4: Table S11. Long-range PCR with LongAmpTaq DNA polymerase (NEB) was used to amplify these fragments. PCR fragments were gel-purified with an EZNA Gel Extraction kit (Omega Biotek) and then subjected to Sanger sequencing.

### Expression analysis

The mRNA expression levels of *MITF* transcript variants and β-actin were analyzed by a qPCR method using the primers in Additional file 4: Table S11. The cDNA samples (100 ng) and primers for the target genes were mixed with Power SYBR Green PCR Master Mix (Applied Biosystems) in 25-μL final volumes, and amplified using an ABI7900 instrument (Applied Biosystems). All samples were analyzed in triplicate. Protein expression levels of *MITF* isoforms and tubulin were examined by immunoblotting assays using lysed tissue from *MITF* ^*R/R*^ and *MITF* ^*r/r*^ cochleae or skin. MITF antibody C5 (#ab80651, Abcam) was used. The loading amounts were verified by determining levels of a housekeeping protein, β-tublin (Chemicon, Temecula, CA).

### Transcriptome analysis of SVs

The lateral walls of the cochlea containing the SVs were dissected from pigs, and preserved with the RNAlater reagent (Ambion, Austin, TX). Total RNA was extracted using the RNeasy Micro Kit (#74004, Qiagen, GRE). RNA concentration and integrity was measured using a Qubit 2.0 Flurometer (Life Technologies, CA, USA) and a Bioanalyzer 2100 system (Agilent Technologies, CA, USA), respectively. The IlluminaTruSeq RNA Sample Preparation Kit (Illumina, San Diego, USA) was used to generate sequencing libraries following the manufacturer’s recommendations. The clustering of samples was performed with the cBot Cluster Generation System according to the manufacturer’s instructions. Clustered libraries were sequenced on a Hiseq 2000 platform (Illumina) and 100-bp paired-end reads were generated. After quality control, clean reads with high quality were obtained for downstream analysis. Genome assembly Sscrofa10.2 was used as the reference genome for read mapping. Clean reads were aligned to the reference genome using TopHat (ver. 2.0.7) [33, 47]. RPKM values (reads per kilobase of exon model per million mapped reads) were calculated to measure the expression level of genes.

### Transcription activity analysis

The 7.8-kb fragments of the M-promoter of the R and r alleles were inserted into a luciferase reporter plasmid pGL3-basic (Promega, Madison, USA) to yield the pGL3-R-7.8 k and pGL3-r-7.8 k constructs, respectively. Similarly, truncated constructs including pGL3-R-6.4 k, pGL3-r-6.4 k, pGL3-R-1.2 k, and pGL3-r-1.2 k were generated. Murine B16 melanoma cells with high endogenous *MITF-M* expression were cultured for plasmid transfection. Luciferase reporter constructs (2.0 μg) and Renilla luciferase vector (0.5 μg) were co-transfected into B16 cells using Lipofectamine 2000 Transfection Reagent according to the manufacturer’s protocol (#11668-019, Invitrogen). At 48 h after transfection, luciferase activity was determined with a Dual-Luciferase Reporter Assay Kit (#E2920, Promega, Madison, USA). The Renilla luciferase activity was used to normalize the transfection efficiency. At least three independent experiments were performed.

### EMSA

Nuclear extracts from B16 cells were prepared using the Nuclear and Cytoplasmic Protein Extraction Kit (#P0027, Beyotime). Oligonucleotides representing the R and r allele fragments (Additional file 4: Table S11) were 3’ end-labeled with biotin and incubated with nuclear extract in the absence or presence of homologous unlabeled DNA (50-fold molar excess). The products were resolved by electrophoresis on an 8 % polyacrylamide gel with × 0.5 TBE at room temperature for 2 h at 150 V. At least three independent replicates were performed to confirm the results.

### *Mitf-m*-targeted mice

*Mitf* ^*mi-ΔM/mi-ΔM*^-targeted mice were generated using the “recombineering” technology. Briefly, a targeting construct with flanking regions (10,868 bp) of the M-promoter/M-exon was used for standard targeting of mouse embryonic stem cells. Positive cell clones were microinjected into eight-cell embryos to obtain chimeric mice. Chimeric mice that could transmit the modified *Mitf* m-exon allele to their progeny were crossed with wild-type mice to generate *Mitf* ^*mi-ΔM/+*^ mice. *Mitf* ^*mi-ΔM/mi-ΔM*^-targeted mice were obtained by *Mitf* ^*mi-ΔM/+*^ × *Mitf* ^*mi-ΔM/+*^ mating. Genotyping of the mice was performed by PCR using primers flanking the m-exon of *Mitf* (as shown in Additional file 4: Table S11). Use of the mice was approved by the Institutional Animal Care and Use Committee of the General Hospital of PLA in Beijing.

## Abbreviations

ABR, auditory brainstem response; CRE, cis-regulatory element; EMSA, electrophoretic mobility shift assays; EP, endolymphatic potential; MITF, microphthalmia-associated transcription factor; SEM, scanning electron microscopy; SNP, single-nucleotide polymorphism; SPL, sound pressure level; SSC 13, *Sus scrofa* chromosome 13; SV, stria vascularis; TEM, transmission electron microscopy; TFBS, transcription factor binding site; WGD, whole-genome duplication; WS2, Waardenburg syndrome type 2

## Additional files

Additional file 1: Figure S1. Eye morphology defects of albino pigs. **Figure S2.** Three family pedigrees of mapping population. **Figure S3.** Images showing presence of intermediate cells in the stria vascularis of albino pigs at the embryo stage. **Figure S4**. Results of EMSA using probe R1 and r1. **Figure S5.** Genotyping of Rongchang pigs for causative mutation. **Figure S6.** The human orthologous of the causative mutant region found in *MITF* ^*r/r*^ pigs are formerly lack of regulatory activity. (DOCX 6667 kb) Additional file 2: Table S1. The goodness of fit test for Mendelian ratios of the hearing loss. **Table S2.** Re-annotation of porcine *MITF* gene in Genome of Tibet pig. **Table S3.** Co-segregated mutations detected in mutation screening. **Table S4.** Summary and mapping statistics of the pig genome re-sequencing data. (DOCX 58 kb) Additional file 3: Table S5. SNPs detected by re-sequencing in the associated region of Rongchang pigs. **Table S6.** SNPs co-segregated with hearing loss phenotype in three *MITF* ^*r/r*^ pigs and three *MITF* ^*R/R*^ Rongchang pigs. **Table S7.** SNPs uniquely detected in Rongchang pigs, and homozygous in *MITF* ^*r/r*^ *. (XLSX 465 kb)*
Additional file 4: Table S8. Co-segregated variants detected in re-sequencing and mutation screening. **Table S9.** Differential expressed genes between *MITF* ^*R/r*^ and *MITF* ^*r/r*^ stria vascularis (SVs). **Table S10.** Expression levels of melanocyte marker genes in porcine SVs. **Table S11.** Primer pairs used for screening the *MITF* gene, for qPCR and for mice genotyping. **Table S12.** Expression levels of SOX family members in porcine SVs. **Table S13.** Distribution of hearing loss phenotype and genotype in a large Rongchang pig population. (DOCX 55 kb) Additional file 5:
**Supporting data.** 1 Data of ABR tests (pigs). 2 Data of EP. 3 Data of K+ concentration. 4 Data of Mitf exon fold change. 5 Data of reporter assay. 6 Data of ABR tests (mice). 7 Data of mouse Mitf qPCR (Ct). 8 Data of mouse Mitf qPCR (FC).

# Supplementary material for: A de novo silencer causes elimination of MITF-M expression and profound hearing loss in pigs
**Source:** BMC Biol. 2016 Jun 27;14:52. doi: 10.1186/s12915-016-0273-2
**Supplement:** Additional file 1: Figure S1. — Eye morphology defects of albino pigs. Figure S2. Three family pedigrees of mapping population. Figure S3. Images showing presence of intermediate cells in the stria vascularis of albino pigs at the embryo stage. Figure S4. Results of EMSA using probe R1 and r1. Figure S5. Genotyping of Rongchang pigs for causative mutation. Figure S6. The human orthologous of the causative mutant region found in MITF r/r pigs are formerly lack of regulatory activity.

**Supplementary Figure 1**

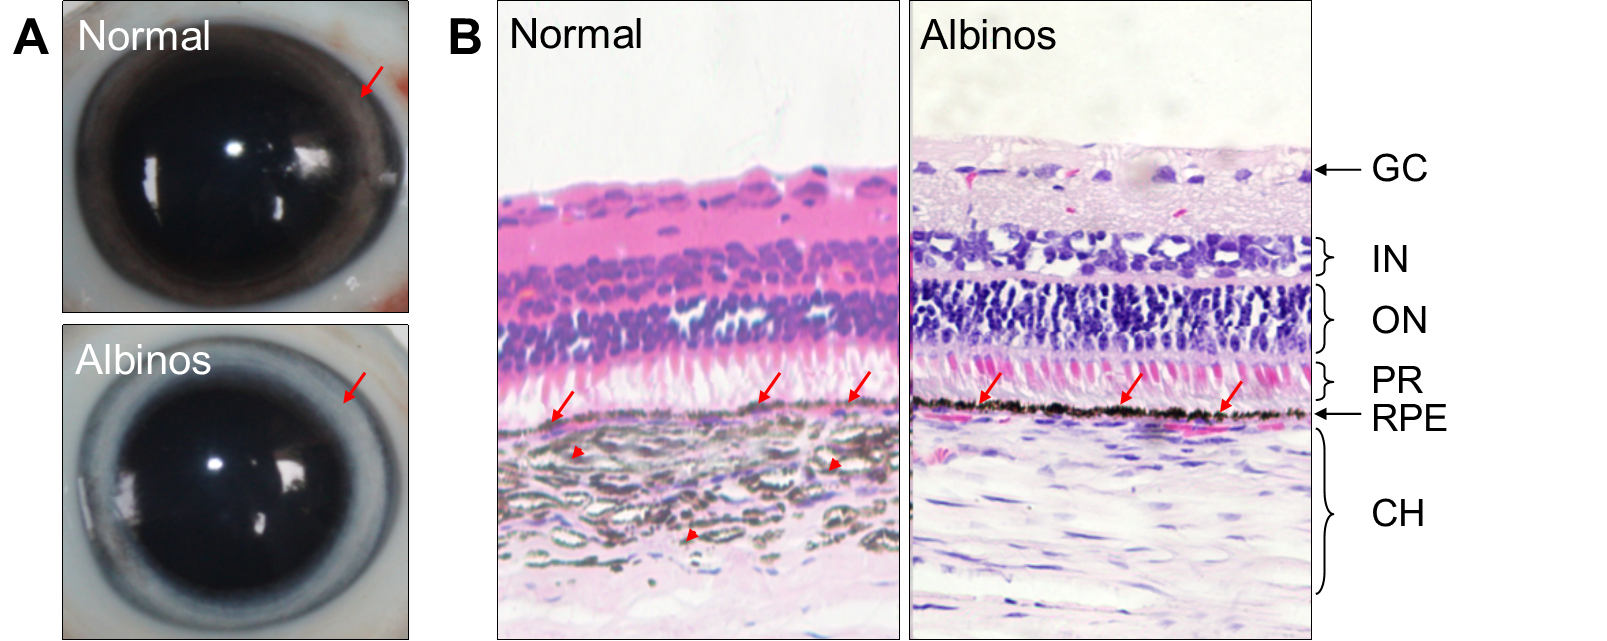

**Supplementary Fig. 1 |** Eye morphology defects of albino pigs. (A) Gross images of a normal eye and an albino eye. Iris, arrows. (B) Paraffin sections of a normal retinae and an albino retina. Ganglion cells, GC; inner nuclear layer, IN; outer nuclear layer, ON; photoreceptors, PR; retinal Pigment Epithelium, RPE; choroid, CH; melanin in choroid, arrowheads; melanin in RPE, arrow.

**Supplementary Figure 2**

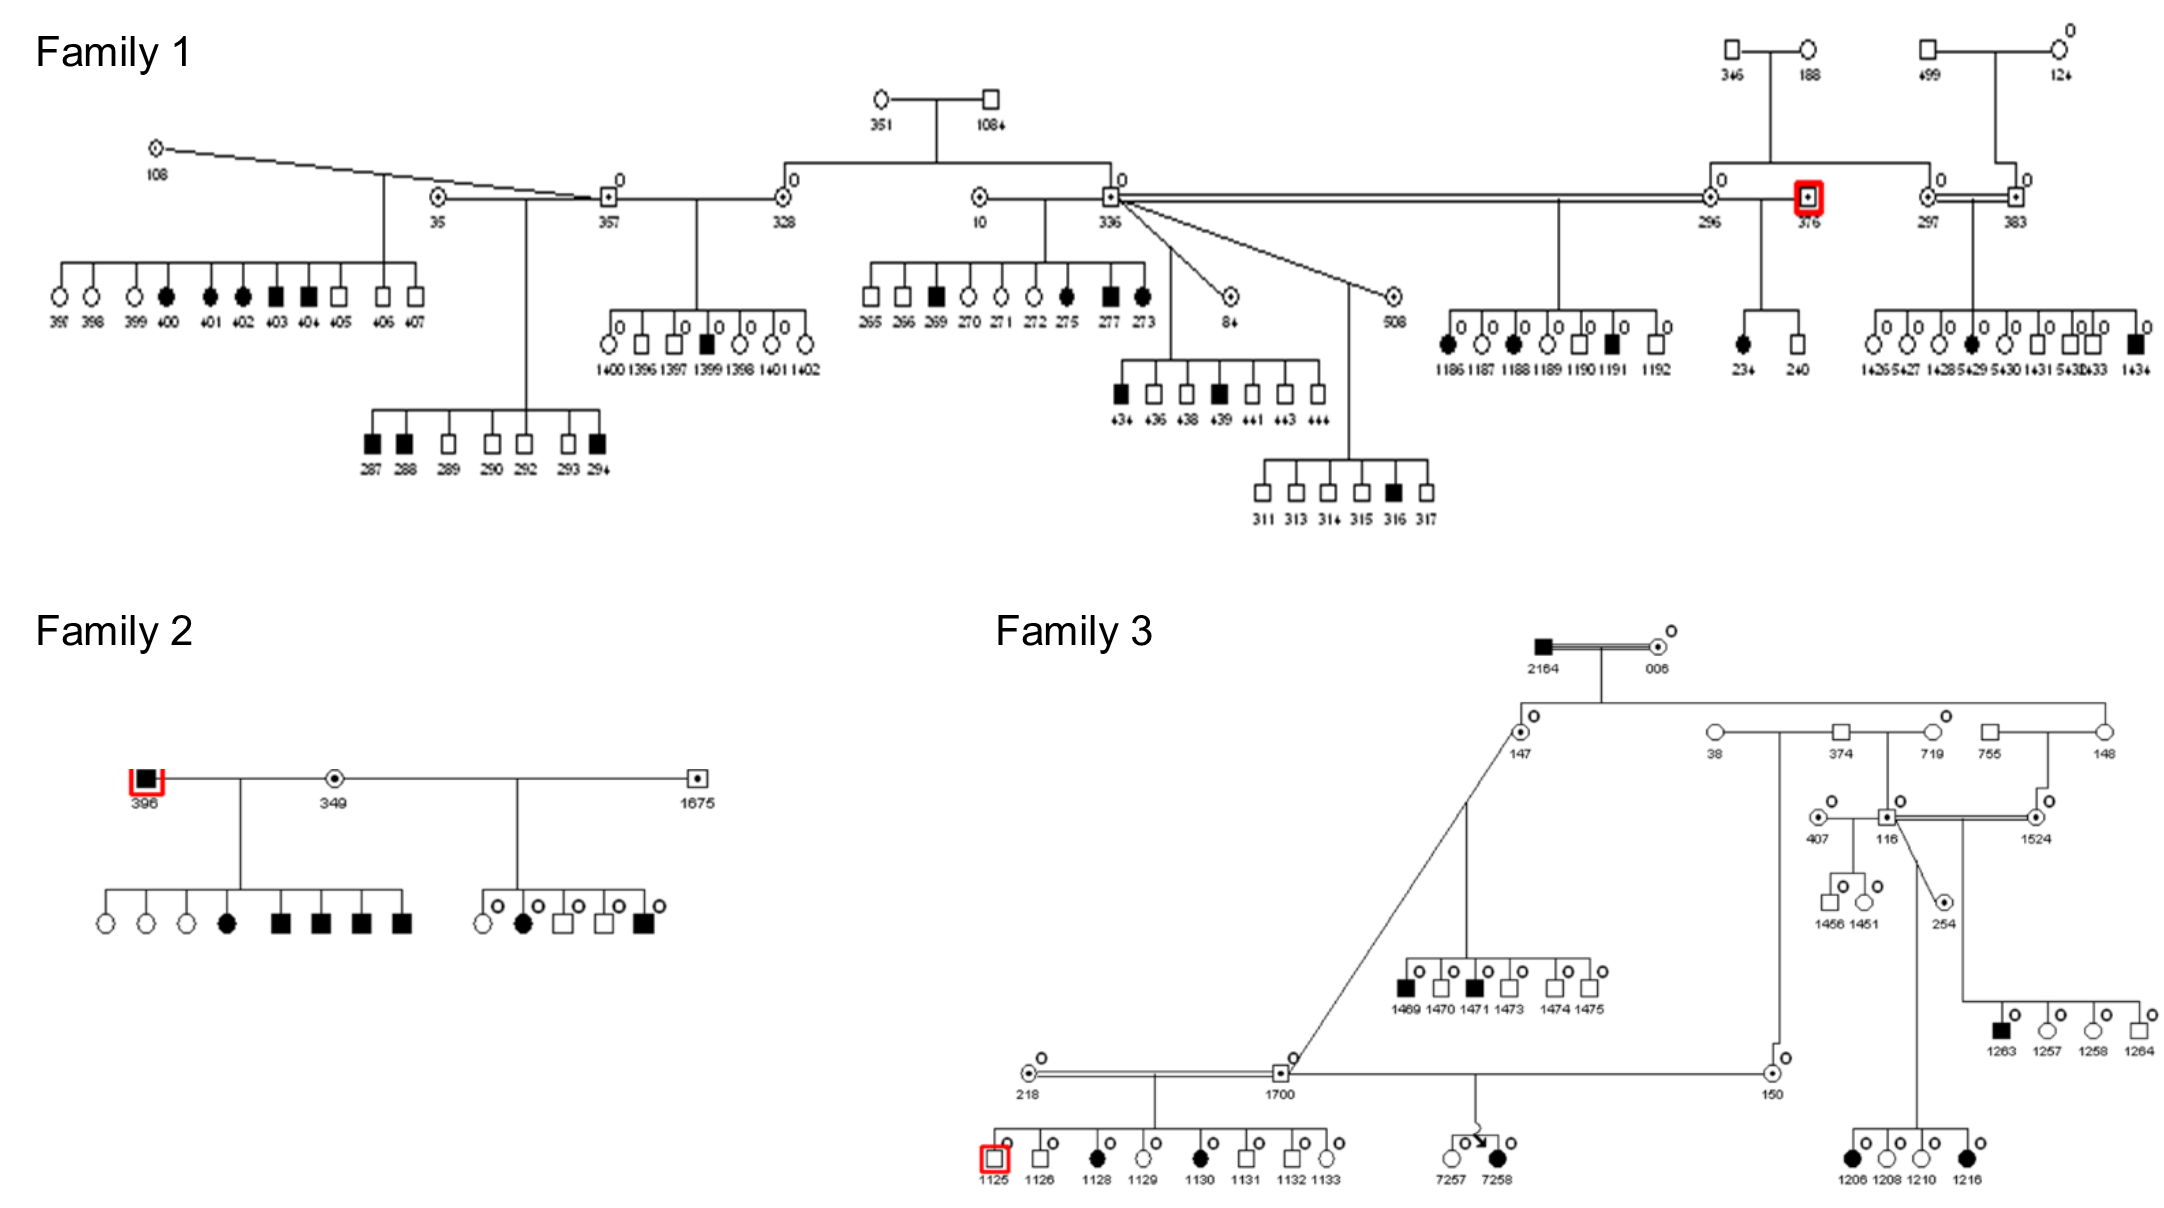

**Supplementary Fig. 2 |** Three family pedigrees of mapping population. The filled symbols represent deaf pigs and the open symbols represent pigs with normal hearing. DNA samples of the pigs marked on the up-right corner with circles have been collected for the whole genome typing.

**Supplementary Figure 3**

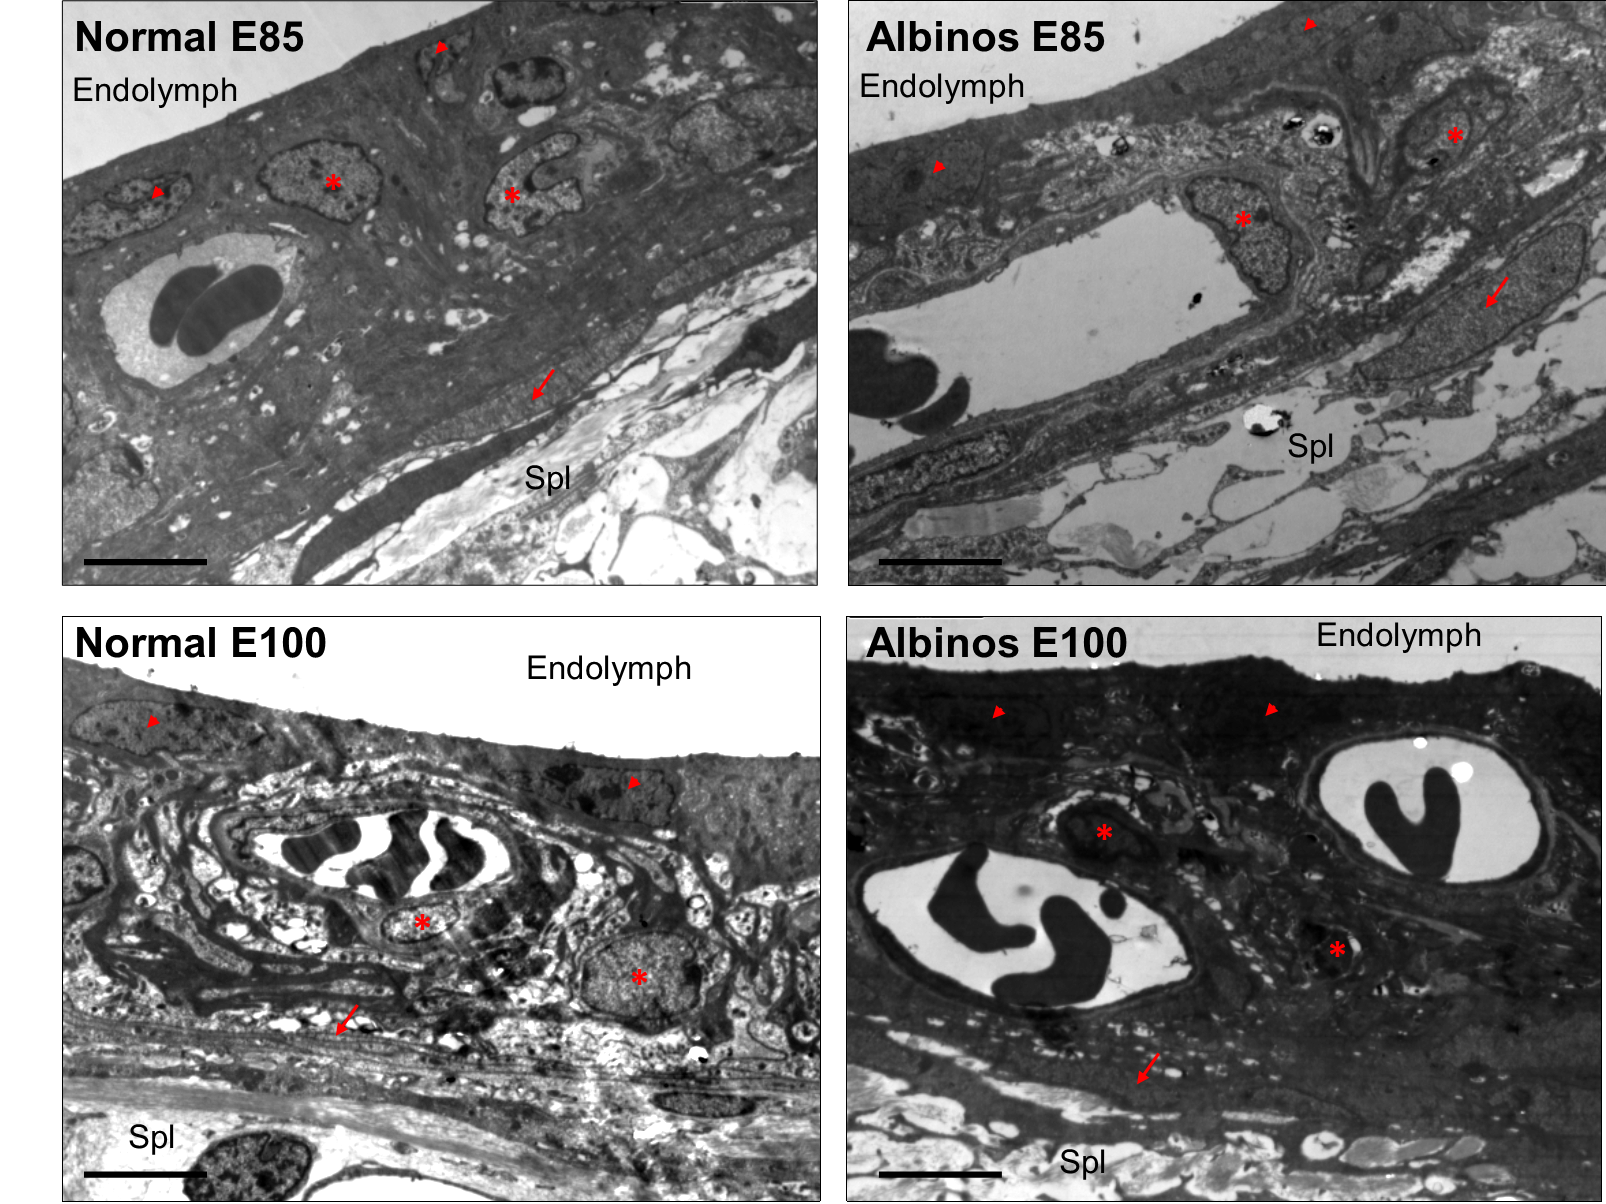

**Supplementary Fig. 3** | Images showing presence of intermediate cells in the SV of albino pigs at the embryo stage. marginal cell, arrowheads; intermediate cell, stars; basal cell, arrows; spiral ligament, Spl. Scale bars = 5 μm.

**Supplementary Figure 4**

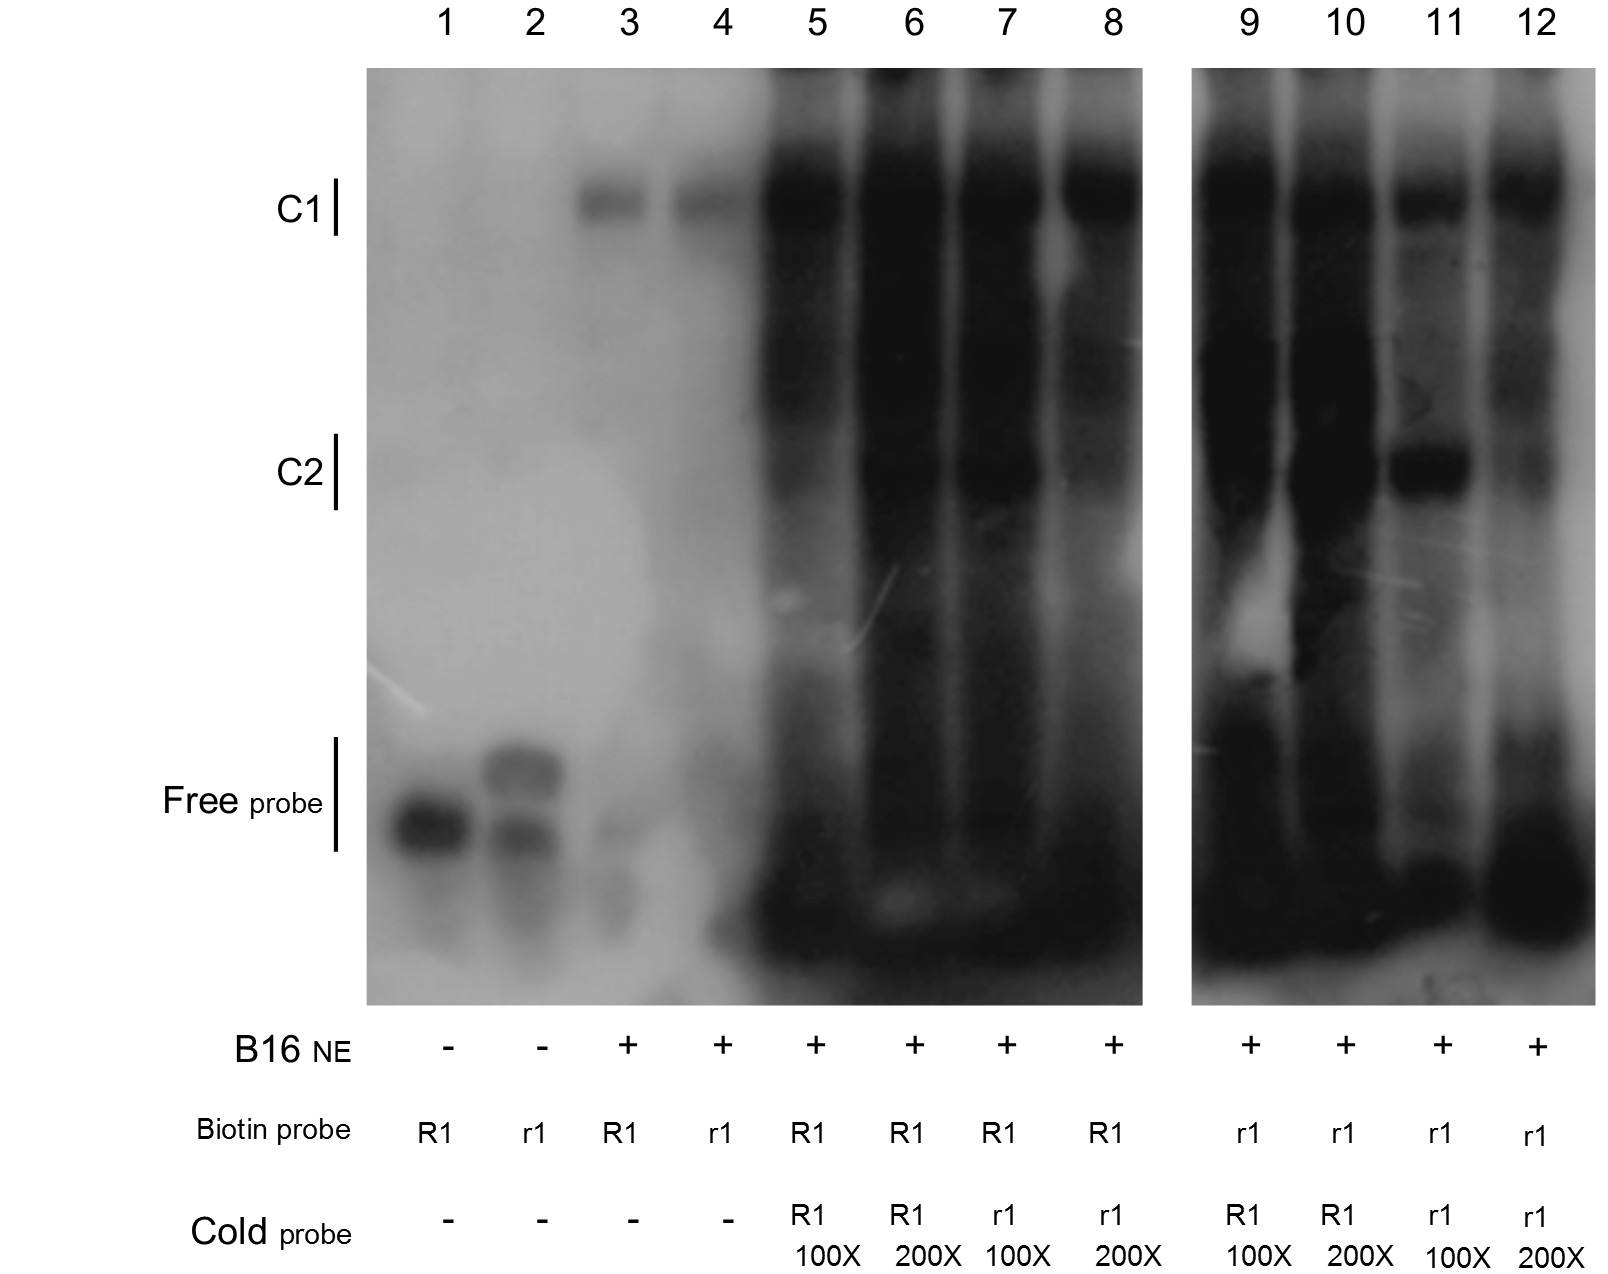

**Supplementary Fig. 4 |** Results of EMSA using probe R1 and r1. The protein binding behavior showed no difference between R1 and r1 probe when they were incubated with B16 nuclear extracts (NE). Cold probe, unlabeled oligonucleotides; C1, complex 1; C2, complex 2; R1, R1 probe; r1, r1 probe.

**Supplementary Figure 5**

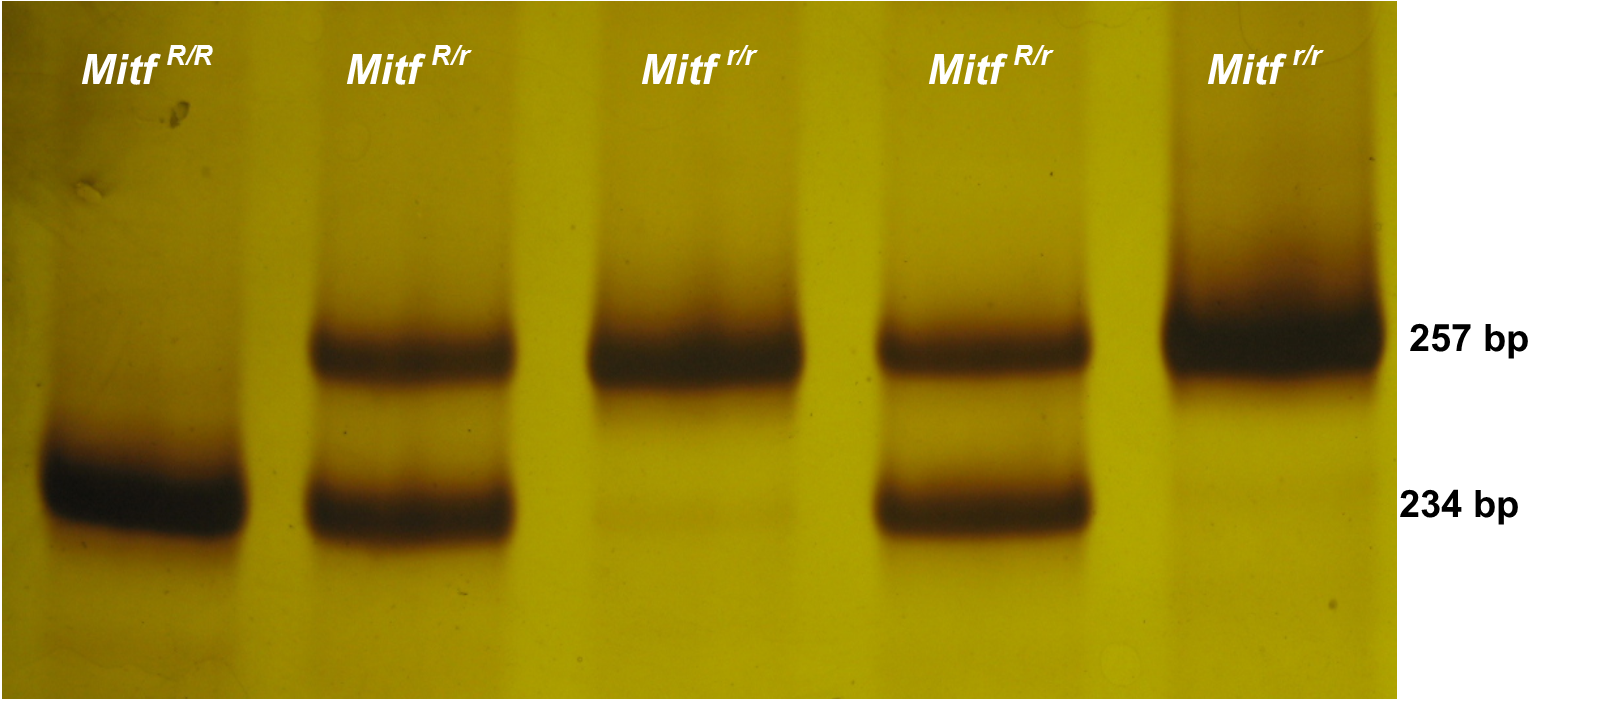

**Supplementary Fig. 5 |** Genotyping of Rongchang pigs for causative mutation. PCR based genotyping amplified a 234 bp fragment (lower band) located in 7.5 kb upstream of wild type M exon. The 9 bp and 14 bp insertions in mutant allele created a 257 bp amplicon (upper band).

**Supplementary Figure 6**

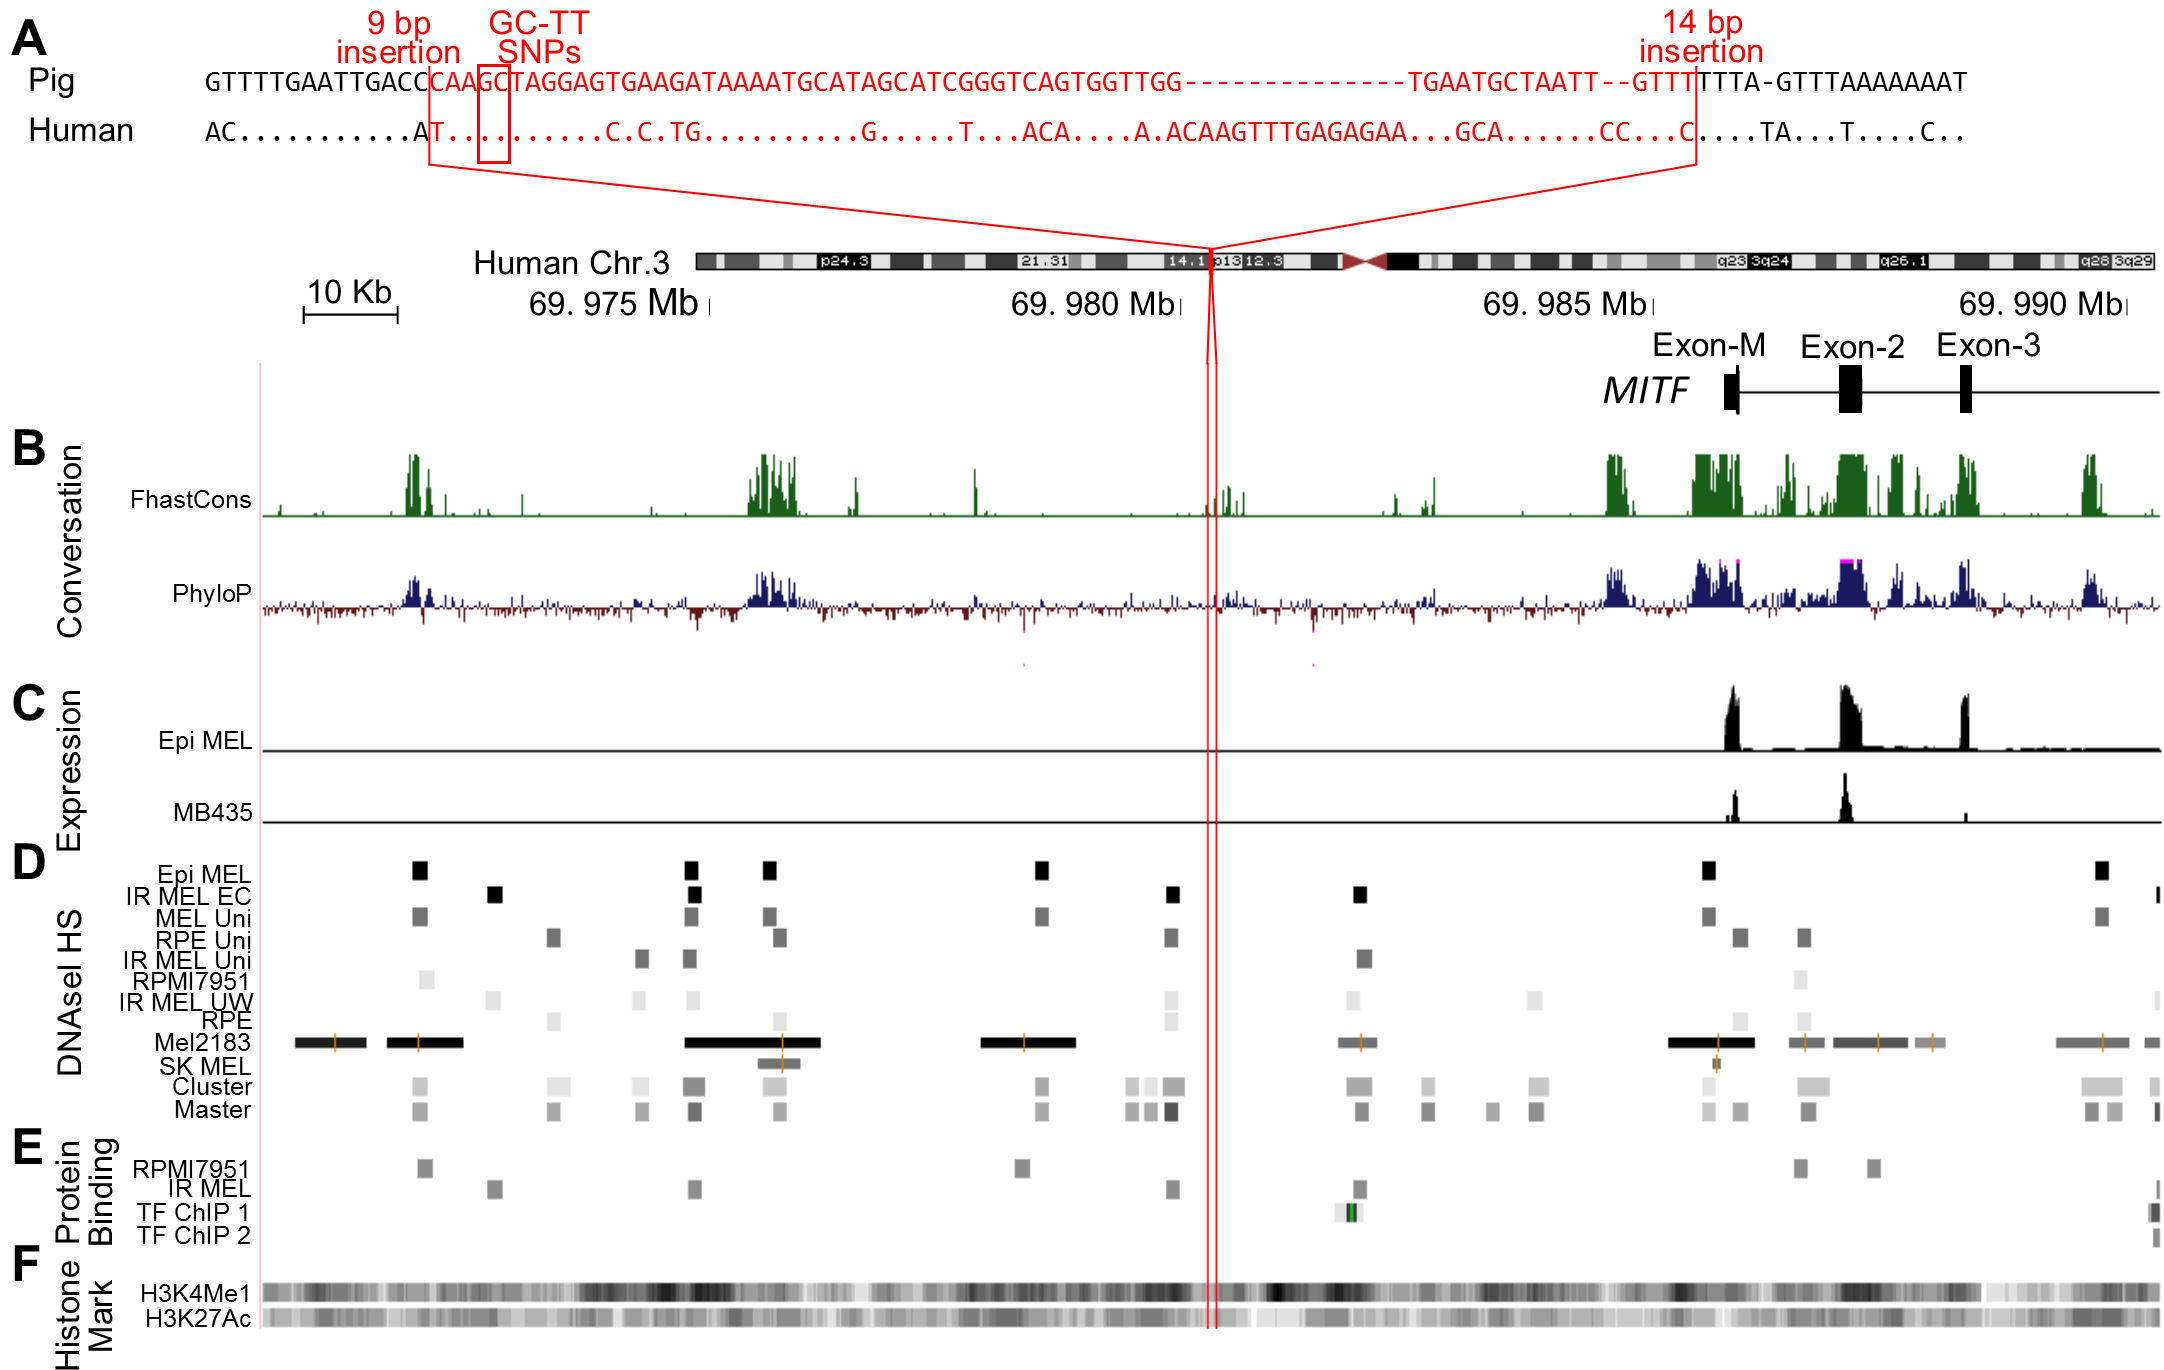

**Supplementary Fig. 6 |** The human orthologous of the causative mutant region found in *MITF^r/r^* pigs are formerly lack of regulatory activity. (a) Sequence alignment of causative mutant region between pig and human. The inserted point (red vertical line) and the replaced base pairs (red box) are denoted. (b) Measurements of evolutionary conservation of 46 mammal species. PhastCons and phyloP represent two algorithm of conservation scores across this region. (c) The transcription levels across this region in melanocytes and melanoma cells determined by ENCODE RNA-seq assay indicates the *Mitf-M* expression. Epi MEL: Plus signal of epidermal melanocyte (ENCODE accession number: ENCFF000IGD). MB435: Raw signal of MDA-MB-435 cell line which appears to have been contaminated with the M14 melanoma cell line (GEO accession number: GSM325488). (d) No active cis-regulatory sequences was detected in the causative mutant region by DNaseI hypersensitivity. Epi MEL: DNaseI hypersensitive peaks of epidermal melanocytes (ENCODE accession number: ENCFF000ADT). IR MEL EC: DNaseI hypersensitive peaks of iris pigment epithelial cells (ENCODE accession number: ENCFF001BFI). MEL Uni: Uniform set of DNaseI hypersensitive sites (DHSs) in epidermal melanocytes (UCSC accession number: wgEncodeEH000602). RPE Uni: Uniform set of DNaseI hypersensitive sites (DHSs) in retinal pigment epithelial cells (UCSC accession number: wgEncodeEH000517). IR MEL Uni: Uniform set of DNaseI hypersensitive sites (DHSs) in iris pigment epithelial cells (UCSC accession number: wgEncodeEH001184). RPMI7951: DHSs of RPMI7951 melanoma cells from University of Washington (UCSC accession number: wgEncodeEH003007). IR MEL UW: DHSs of iris pigment epithelial cells from University of Washington (UCSC accession number: wgEncodeEH001184). RPE: DHSs of retinal pigment epithelial cells from University of Washington (UCSC accession number: wgEncodeEH000517). Mel2183: DHSs of Mel2183 melanoma cells from Duke University (UCSC accession number: wgEncodeEH002557). SK MEL: DHSs of epidermal melanocytes from Duke University (UCSC accession number: wgEncodeEH000602). Cluster: DNaseI hypersensitivity clusters in 125 cell types (UCSC track label: DNase Clusters). Master: A summary of DHSs in 125 separate cell type (UCSC track label: Master DNaseI HS). (e) There is no evidence of protein binding was detected by DNaseI genomic foot printing (DGF) and ChIP-seq in the causative mutant region. RPMI7951: DGF peaks in RPMI7951 melanoma cells (UCSC accession number: wgEncodeEH003150). IR MEL: DGF peaks in iris pigment epithelial cells (UCSC accession number: wgEncodeEH002446). Txn Factor ChIP: Regions of transcription factor binding in 91 cell types derived from a large collection of ChIP-seq experiments performed by 161 factors of ENCODE Factorbook repository (UCSC track label: Txn Factor ChIP). Txn Fac ChIP V2: Regions of transcription factor binding in over 110 cell types derived from a large collection of ChIP-seq experiments performed by over 200 factors (UCSC track label: Txn Fac ChIP V2). (f) Histone marks of regulatory elements measured in this region by ChIP-seq. H3K4Me1: H3K4Me1 Mark (often found near regulatory elements) on 7 cell lines (UCSC track label: Layered H3K4Me1). H3K27Ac: H3K27Ac Mark (often found near active regulatory elements) on 7 cells lines (UCSC track label: Layered H3K27Ac).

# Supplementary material for: A de novo silencer causes elimination of MITF-M expression and profound hearing loss in pigs
**Source:** BMC Biol. 2016 Jun 27;14:52. doi: 10.1186/s12915-016-0273-2
**Supplement:** Additional file 2: Table S1. — The goodness of fit test for Mendelian ratios of the hearing loss. Table S2. Re-annotation of porcine MITF gene in Genome of Tibet pig. Table S3. Co-segregated mutations detected in mutation screening. Table S4. Summary and mapping statistics of the pig genome re-sequencing data.

**Supplementary Table 1** | The goodness of fit test for Mendelian ratios of the hearing loss phenotype

|  | Observed | Expected | O-E | X^2 a^ |
| --- | --- | --- | --- | --- |
| Controls | 49 | 55.5 | -6.5 | 2.59 |
| Cases | 25 | 18.5 | 6.5 |  |
| Total | 74 | 74 |  |  |

^a^ Exceeds critical value for chi-square tests, 3.84, df = 1. **Supplementary Table 2** | Re-annotation of porcine *MITF* gene in Genome of Tibet pig

| Exon No. | Sus scrofa | | | | | Homo sapiens | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Length | Ori | Scaffold | Start | End | Length | Ori | Chr. | Start | End |
| Exon A | 268 | + | 24421 | 11223 | 11490 | 267 | + | 3 | 69788586 | 69788852 |
| Exon O | 138 | + | 24421 | 34380 | 34481 | 137 | + | 3 | 69812707 | 69812843 |
| Exon C | 134 | + | 24421 | 34634 | 34767 | 132 | + | 3 | 69812962 | 69813093 |
| Exon H | 125 | + | 24421 | 145785 | 145908 | 123 | + | 3 | 69915375 | 69915497 |
| Exon B | 248 | + | 24421 | 159749 | 159996 | 250 | + | 3 | 69928285 | 69928534 |
| Exon M | 153 | + | 24421 | 218123 | 218275 | 156 | + | 3 | 69985751 | 69985906 |
| Exon 2 | 231 | + | 24421 | 219321 | 219551 | 228 | + | 3 | 69986973 | 69987200 |
| Exon 3X | 708 | + | 24421 | 219861 | 220568 | 714 | + | 3 | 69987503 | 69988216 |
| Exon 3 | 86 | + | 24421 | 220599 | 220684 | 84 | + | 3 | 69988249 | 69988332 |
| Exon 4 | 99 | + | 24421 | 223120 | 223218 | 96 | + | 3 | 69990387 | 69990482 |
| Exon 5 | 112 | + | 24421 | 231071 | 231182 | 118 | + | 3 | 69998202 | 69998319 |
| Exon 6 | 58 | + | 24421 | 234193 | 234250 | 57 | + | 3 | 70000981 | 70001037 |
| Exon 7 | 76 | + | 24421 | 241157 | 241232 | 76 | + | 3 | 70005606 | 70005681 |
| Exon 8 | 149 | + | 24421 | 244715 | 244863 | 148 | + | 3 | 70008424 | 70008571 |
| Exon 9 | 3586 | + | 24421 | 250987 | 254571 | 3491 | + | 3 | 70013998 | 70017488 |

**Supplementary Table 3** | Co-segregated variants detected in mutation screening.

| Position | Variants type | Ref. allele | Mutant allele | Location |
| --- | --- | --- | --- | --- |
| **56331126** | **SNP** | **G** | **A** | **Promoter O** |
| **56331350** | **SNP** | **A** | **C** | **Promoter O** |
| **56331444** | **SNP** | **A** | **T** | **Promoter O** |
| 56461308 | SNP | G | A | Intron 5 |
| **56469663** | **SNP** | **T** | **A** | **Intron 4** |
| 56469862 | SNP | G | C | Intron 4 |
| 56472689 | SNP | C | A | Exon 3 |
| 56474675 | SNP | G | A | Intron 1 |
| **56474762** | **SNP** | **A** | **T** | **Intron 1** |
| **56475668** | **SNP** | **T** | **A** | **Promoter M** |
| **56475832** | **SNP** | **A** | **C** | **Promoter M** |
| 56475912 | Insertion | A | AT | Promoter M |
| 56477462 | SNP | A | C | Promoter M |
| 56477466-56477470 | Deletion | GGGTA | G | Promoter M |
| **56477645** | **SNP** | **G** | **A** | **Promoter M** |
| **56477985** | **SNP** | **G** | **A** | **Promoter M** |
| 56481335 | Insertion | T | TAC | Promoter M |
| 56482632 | Insertion | T | TTTTAGTTTAAAAAA | Promoter M |
| 56482690 | SNP | C | T | Promoter M |
| 56482691 | SNP | G | T | Promoter M |
| 56482695 | Insertion | C | CAAACTAAGT | Promoter M |

**Supplementary Table 4** | Summary and mapping statistics of the pig genome re-sequencing data.

# Supplementary material for: A de novo silencer causes elimination of MITF-M expression and profound hearing loss in pigs
**Source:** BMC Biol. 2016 Jun 27;14:52. doi: 10.1186/s12915-016-0273-2
**Supplement:** Additional file 4: Table S8. — Co-segregated variants detected in re-sequencing and mutation screening. Table S9. Differential expressed genes between MITF R/r and MITF r/r stria vascularis (SVs). Table S10. Expression levels of melanocyte marker genes in porcine SVs. Table S11. Primer pairs used for screening the MITF gene, for qPCR and for mice genotyping. Table S12. Expression levels of SOX family members in porcine SVs. Table S13. Distribution of hearing loss phenotype and genotype in a large Rongchang pig population.

## Supplementary Table 8 | Co-segregated variants detected in re-sequencing and mutation screening.

| Position | Variants type | Ref. allele | Mutant allele | Location |
| --- | --- | --- | --- | --- |
| 56176200 | SNP | G | T | Intergenic |
| 56401891 | SNP | C | T | Promoter H |
| 56407324 | SNP | T | C | Promoter H |
| 56461308 | SNP | G | A | Intron 5 |
| 56469862 | SNP | G | C | Intron 4 |
| 56474675 | SNP | G | A | Intron 1 |
| 56475912 | Insertion | A | AT | Promoter M |
| 56477462 | SNP | A | C | Promoter M |
| 56477466-56477470 | Deletion | GGGTA | G | Promoter M |
| 56481335 | Insertion | T | TAC | Promoter M |
| 56482632 | Insertion | T | TTTTAGTTTAAAAAA | Promoter M |
| 56482690 | SNP | C | T | Promoter M |
| 56482691 | SNP | G | T | Promoter M |
| 56482695 | Insertion | C | CAAACTAAGT | Promoter M |
| 56736409 | SNP | A | C | Intergenic |
| 56739845 | SNP | C | A | Intergenic |
| 56749418 | SNP | T | G | Intergenic |
| 56757809 | SNP | T | G | Intergenic |
| 56783824 | SNP | A | G | Intergenic |
| 56787326 | SNP | T | C | Intergenic |
| 56788239 | SNP | C | T | Intergenic |
| 56790522 | SNP | A | C | Intergenic |
| 56824354 | SNP | G | A | Intergenic |
| 56831312 | SNP | C | T | Intergenic |
| 56838861 | SNP | C | T | Intergenic |
| 56850465 | SNP | T | C | Intergenic |

**Supplementary Table 9** | Differential expressed genes between *MITF^R/r^* and *MITF^r/r^* SVs.

| Ensembl Gene ID^a^ | Gene Name | RPKM values of *MITF^R/r^* | RPKM values of *MITF^r/r^* | Log2 Fold change. | p value |
| --- | --- | --- | --- | --- | --- |
| ENSSSCG00000004843 | TRPM1 | 22.68 | 0.01 | -10.63 | 2.65E-18 |
| ENSSSCG00000030767 | TMP-SLA-5 | 17.90 | 0.06 | -8.18 | 1.12E-05 |
| ENSSSCG00000009490 | DCT | 171.48 | 1.19 | -7.15 | 6.28E-171 |
| ENSSSCG00000025038 | KCNJ13 | 11.77 | 0.14 | -6.38 | 1.33E-12 |
| ENSSSCG00000026409 | TYR | 11.76 | 0.18 | -6.05 | 6.94E-06 |
| ENSSSCG00000014923 | RAB38 | 15.53 | 0.36 | -5.43 | 1.64E-06 |
| ENSSSCG00000016821 | SLC45A2 | 27.09 | 0.78 | -5.09 | 9.60E-12 |
| ENSSSCG00000000371 | PMEL | 15.51 | 0.51 | -4.90 | 2.21E-08 |
| ENSSSCG00000012536 | PLP1 | 13.14 | 0.57 | -4.50 | 2.12E-05 |
| ENSSSCG00000009477 | EDNRB | 17.34 | 1.71 | -3.33 | 2.19E-07 |
| ENSSSCG00000006415 | CADM3 | 20.62 | 2.53 | -3.01 | 1.78E-07 |
| ENSSSCG00000025126 | LGI4 | 26.01 | 7.84 | -1.71 | 1.34E-06 |
| ENSSSCG00000001229 | HLA-A | 186.91 | 78.49 | -1.25 | 1.54E-18 |
| ENSSSCG00000000660 | A2M | 167.85 | 70.32 | -1.24 | 2.54E-18 |
| ENSSSCG00000009220 | DMP1 | 59.99 | 27.86 | -1.09 | 1.40E-08 |
| ENSSSCG00000005638 | LCN2 | 105.21 | 51.33 | -1.02 | 1.29E-05 |
| ENSSSCG00000000672 | CLSTN3 | 19.29 | 39.99 | 1.07 | 5.80E-08 |
| ENSSSCG00000030999 | MYH6 | 19.21 | 40.07 | 1.08 | 8.62E-06 |
| ENSSSCG00000024853 | ssc-mir-4332 | 845.70 | 1875.06 | 1.08 | 2.55E-10 |
| ENSSSCG00000017343 | GFAP | 56.16 | 135.93 | 1.29 | 2.55E-23 |
| ENSSSCG00000020149 | 5_8S_rRNA | 164.34 | 475.34 | 1.54 | 6.64E-07 |
| ENSSSCG00000001231 | HLA-B | 15.04 | 53.30 | 1.86 | 4.57E-09 |
| ENSSSCG00000014833 | UCP2 | 9.24 | 33.60 | 1.88 | 8.54E-07 |
| ENSSSCG00000006874 | PALMD | 6.64 | 24.22 | 1.88 | 9.01E-07 |
| ENSSSCG00000006711 | NBPF6 | 5.20 | 19.00 | 1.88 | 9.92E-07 |
| ENSSSCG00000011748 | SLC7A14 | 6.64 | 29.58 | 2.17 | 1.61E-11 |
| ENSSSCG00000030790 | TMP-CH242- 74M17.6 | 11.45 | 114.85 | 3.34 | 5.07E-08 |
| ENSSSCG00000029058 | ADIRF | 0.45 | 93.62 | 7.71 | 5.27E-10 |

^a^ Compare to *MITF^R/r^* SVs, genes down-regulated in *MITF^R/r^* SVs were highlighted by blue color, and those up-regulated were highlighted by red color.

**Supplementary Table 10** | Expression levels of melanocytes marker genes in porcine SVs.

| Ensembl Gene ID | Gene Name | RPKM values of *MITF^R/r^* | RPKM values of *MITF^r/r^* |
| --- | --- | --- | --- |
| ENSSSCG00000008842 | KIT | 43.58 | 44.17 |
| ENSSSCG00000008745 | PROM1 | 2.32 | 1.60 |
| ENSSSCG00000009213 | ABCG2 | 21.39 | 18.96 |
| ENSSSCG00000015377 | ABCB5 | 0.52 | 0.74 |
| ENSSSCG00000017548 | NGFR | 0.74 | 0.63 |
| ENSSSCG00000021155 | POMC | 1.79 | 1.34 |
| ENSSSCG00000012318 | MAGED1 | 289.23 | 287.59 |
| ENSSSCG00000011787 | MAGEF1 | 96.16 | 100.17 |
| ENSSSCG00000012350 | MAGEH1 | 59.38 | 59.24 |
| ENSSSCG00000015116 | MCAM | 14.40 | 14.16 |
| ENSSSCG00000026943 | MRAP2 | 1.59 | 1.22 |
| ENSSSCG00000016175 | MREG | 2.55 | 2.47 |
| ENSSSCG00000013426 | MUM1 | 42.21 | 43.92 |
| ENSSSCG00000012548 | MUM1L1 | 75.52 | 66.90 |
| ENSSSCG00000011033 | VIM | 1939.30 | 2065.14 |
| ENSSSCG00000006612 | S100A10 | 329.87 | 362.11 |
| ENSSSCG00000006610 | S100A11 | 30.56 | 35.42 |
| ENSSSCG00000025269 | S100A11 | 20.59 | 23.28 |
| ENSSSCG00000006589 | S100A12 | 0.58 | 0.38 |
| ENSSSCG00000006582 | S100A14 | 53.99 | 45.48 |
| ENSSSCG00000006581 | S100A16 | 108.24 | 107.66 |
| ENSSSCG00000006580 | S100A2 | 0.34 | 0.63 |
| ENSSSCG00000021084 | S100A6 | 45.59 | 45.47 |
| ENSSSCG00000006590 | S100A8 | 0.49 | 0.27 |
| ENSSSCG00000006588 | S100A9 | 0.40 | 0.22 |
| ENSSSCG00000026140 | S100B | 6090.94 | 6272.46 |
| ENSSSCG00000012147 | S100G | 0.00 | 0.15 |
| ENSSSCG00000022801 | S100PBP | 14.30 | 16.49 |
| ENSSSCG00000006474 | NES | 4.21 | 3.83 |
| ENSSSCG00000002639 | TUBB3 | 0.11 | 0.12 |
| ENSSSCG00000017251 | SOX9 | 83.72 | 74.83 |
| ENSSSCG00000012287 | TFE3 | 34.90 | 32.85 |
| ENSSSCG00000001621 | TFEB | 16.33 | 15.29 |
| ENSSSCG00000016637 | TFEC | 0.44 | 0.30 |
| ENSSSCG00000027420 | KIR1.2 | 20.01 | 5.97 |

**Supplementary Table 11** | Primer pairs used for screening the *MITF* gene, for qPCR and for mice genotyping.

| Usage/Primer pairs | Gene | Location | Oligo sequence 5 ́-3 ́ |
| --- | --- | --- | --- |
| *MITF* mutation screening | | | |
| EA | *MITF* | Exon 1A | F : atggctcactcttgaattctttcctg  R : taataggttttgggctcttcgtgaaa |
| PA | *MITF* | Promoter A  -1.1kb to +0.3kb | F : acagtgcacaatgacctgtt  R : tccctccagctgtcaccact |
| EO-C | *MITF* | Exon 1A  Promoter C  Exon C | F : tacggaggtaccaacaaggaaactgt  R : cgaatcacaacccttcacctactacc |
| EH | *MITF* | Exon 1H | F : aggcacagagaggtgaagtaaattgc  R : ctcagcgctcaacaatctttagtcaa |
| PH | *MITF* | Promoter H  -3.6kb to +0.2kb | F : ctttgggggcagtaaaacatttgata  R : cacagccacagactaacagttccagt |
| EB | *MITF* | Exon 1B | F : ccctcttttccaaagactgagattga  R : cacattgaagagctggcatgtttat |
| EM-4 | *MITF* | Exon M  Intron 1M  Exon 2  Intron 2  Exon 3X  Exon 3  Intron 3  Exon 4 | F : tcaggccaactagaataccaccat  R : tagtgaattggccttgatctgaca |
| PM.1 | *MITF* | Promoter M  -13.5kb to -11.1kb | F : cacatcccaggaagtagttccaaatc  R : attcttcttcctgtgtccactgttcc |
| PM.2 | *MITF* | Promoter M  -11.4kb to -8.1kb | F : aagtaccagccaaagctaagcaactg  R : taccctttggaggtcataccatctgt |
| PM.3 | *MITF* | Promoter M  -8.9kb to -5.9kb | F : tggcttctttcacactatagcagcag  R : tgaacataggctgcaagagagcatag |
| PM.4 | *MITF* | Promoter M  -5.9kb to -2.5kb | F : taaagtggccatcgtactgtctttga  R : tatagtgtgaaagaagccacggacaa |
| PM.5 | *MITF* | Promoter M  -3.0kb to -1.3kb | F : tattctctatttggcactgtcggtga  R : tctctgtgagaatggtgggttcaata |
| PM.6 | *MITF* | Promoter M  -1.8kb to +0.1kb | F : tctcctgggttgtgggctga  R : gcggccccaatccaatgaga |
| E5-6 | *MITF* | Exon 5  Intron 5  Exon 6 | F : gattgccctccagaagtttttctt  R : catgatgggaacgcctactaaaat |
| E7-8 | *MITF* | Exon 7  Intron 7  Exon 8 | F : tcagtgtcagggcttcataaacgat  R : actggttcttctcccatcttcaagg |
| E9 | *MITF* | Exon 9 | F : ttaactaaacacaactggccacca  R : caaatcctctatgcaccacctctt |
| Expression analysis of murine *Mitf* transcript variants | | | |
| Mus-Mitf-A | *Mitf-a* |  | F : gcggatttcgaagtcggggagg  R : ccagccataaacgtcagcgtgc |
| Mus-Mitf-J | *Mitf-j* |  | F : tctcgccgtgtctctgggcatc  R : ccagccataaacgtcagcgtgc |
| Mus-Mitf-H | *Mitf-h* |  | F : gggcttgcagaacaccttaaagg  R : ccagccataaacgtcagcgtgc |
| Mus-Mitf-M | *Mitf-m* |  | F : ggaaatgctagaatacagtcactacc  R : catgcacgacgctcgagagtgc |
| Mus-ACTB | *beta-actin* |  | F : ccccattgaacatggcattg  R : acgaccagaggcatacagg |
| Expression analysis of porcine genes | | | |
| Sus-MITF-A | *MITF-A* |  | F : agagccatgcagtcggaatc  R : gcttatcggaggcttggagg |
| Sus-MITF-H | *MITF-H* |  | F : aagggcttgcagaacacctt  R : gcttatcggaggcttggagg |
| Sus-MITF-M | *MITF-M* |  | F : atagtccaccatttctcattggat  R : gccctgttttgttcttcaaactta |
| Sus-TYR | *TYR* |  | F : aggaatcacaaggcggttatgt  R : tggctctgatacaacaagctgt |
| Sus-DCT | *DCT* |  | F : cattctgctgccaatgatcctg  R : ggagggaagaaaggaaccatgt |
| Sus-KCNJ13 | *KCNJ13* |  | F : gacccagaagaagcactgagaa  R : catccttggtgactatcctccg |
| Sus-TRPM1 | *TRPM1* |  | F : tgccatgaaactgctgacctat  R : ttttcctcatcctcagccttcc |
| Sus-ACTB | *beta-actin* |  | F : cctcttacaagcccacc  R : agtcaggcagcacatcg |
| *Mitf ^mi-ΔM/mi-ΔM^* mouse genotyping | | | |
| Mus-KOtyping | *Mitf* | Exon M | F : ggaaagggacatgcatgcgtcaac  R : acacaatcatgcacacactcccca |
| Rongchang pig genotyping | | | |
| Sus-INTtyping | *MITF* | Promoter M  -7.6kb to -7.4kb | gaaaaccctgcatttgtaggtc  tttccaaaaggtttccaagaat |
| EMSA | | | |
| R probe 1 | *MITF* | Promoter M | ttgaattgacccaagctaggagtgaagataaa |
| r probe 1 | *MITF* | Promoter M | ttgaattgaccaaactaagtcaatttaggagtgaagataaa |
| R probe 2 | *MITF* | Promoter M | atgctaattgttttttagtttaaaaaaa |
| r probe 2 | *MITF* | Promoter M | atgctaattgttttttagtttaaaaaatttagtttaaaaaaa |

**Supplementary Table 12** | Expression levels of SOX family members in porcine SVs.

| Ensembl Gene ID | Gene Name | Chromosome | RPKM values of *MITF^R/r^* | RPKM values of *MITF^r/r^* |
| --- | --- | --- | --- | --- |
| ENSSSCG00000011771 | *SOX2* | 13 | 1.49 | 0.85 |
| ENSSSCG00000022501 | *SOX3* | X | 0.00 | 0.03 |
| ENSSSCG00000001081 | *SOX4* | 7 | 16.26 | 15.16 |
| ENSSSCG00000000567 | *SOX5* | 5 | 6.18 | 5.53 |
| ENSSSCG00000030418 | *SOX6* | 2 | 4.13 | 3.27 |
| ENSSSCG00000023065 | *SOX6-like* | 2 | 1.73 | 1.65 |
| ENSSSCG00000027044 | *SOX7* | 14 | 1.50 | 1.06 |
| ENSSSCG00000017251 | *SOX9* | 12 | 83.72 | 74.83 |
| ENSSSCG00000000115 | *SOX10* | 5 | 0.04 | 0.04 |
| ENSSSCG00000021364 | *SOX10-like* | 5 | 5.20 | 4.50 |
| ENSSSCG00000008649 | *SOX11* | 3 | 0.85 | 0.63 |
| ENSSSCG00000021920 | *SOX12* | 17 | 6.11 | 4.55 |
| ENSSSCG00000015277 | *SOX13* | 9 | 22.37 | 18.40 |
| ENSSSCG00000011656 | *SOX14* | 13 | 0.00 | 0.06 |
| ENSSSCG00000017954 | *SOX15* | 12 | 1.04 | 1.26 |
| ENSSSCG00000006256 | *SOX17* | 4 | 6.31 | 7.50 |
| ENSSSCG00000017051 | *SOX30* | 16 | 0.03 | 0.03 |

**Supplementary Table 13** | Distribution of hearing loss phenotype and genotype in a large Rongchang pig population.

| Band type  Phenotype | 234 bp  *MITF^R/R^* | 234+257 bp  *MITF^R/r^* | 257 bp  *MITF^r/r^* | Other  band type ^a^ | Total |
| --- | --- | --- | --- | --- | --- |
| Normal | 109 | 115 | 0 | 0 | 224 |
| Hearing loss | 0 | 16 | 71 | 0 | 87 |
| Total | 109 | 131 | 71 | 0 | 15.16 |

^a^ Other band type means possible recombined allele between the 14 bp and the 9 bp insertion.

How the deposited data were processed for this re-analysis (not part of the article)

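Gene expression was measured by RNA-seq in the lateral wall of the cochlea with its SV, in 1 library of a Mitf R/r pig and 1 library of a Mitf r/r pig. The authors filtered the reads, aligned them to Sscrofa10.2 with TopHat (2.0.7), and deposited 1 table of RPKM values (mapped reads scaled to the length of the exon model and to the depth of the library). The criteria of the filter, the counting program and the gene annotation are not named in the paper's text. RPKM values already carry the scaling to gene length and to the mapped reads of each library, and were used as deposited. The reads per exon of MITF and the values of Tables S9, S10 and S12 are the paper's.

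The log2 ratio of the RPKM values, r/r over R/r, was computed without a pseudocount for 16331 genes above 0 in both libraries with RPKM of at least 1 in at least one. A further 49 genes with RPKM of at least 1 in the R/r library and 36 in the r/r library were listed at 0 in the other and received no ratio. A difference of 2-fold was the threshold, after the paper. With 1 library per genotype no test across genes was possible. Whole reads were recovered from the RPKM values, an analysis chosen after seeing the data. The commonest ratio between low values, 1.11, came from genes with equal reads, and library totals were chosen to make gene lengths whole. They did so for 69.1% of the 3000 genes used for this step. Reads were found for 100% of 20862 features above 0. Of 12 mitochondrial genes compared with the lengths in RefSeq, 10 had a whole multiple or the length itself, and 7 of these were equal. The recovered reads can be a fraction of the true reads, which makes the intervals wider. A gene with no more than 3 reads in one library is given as a lower bound of its fold, the end of its interval nearest to no change.

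The steps were tested on simulated data. Library totals were recovered exactly over 20862 features. Of 19265 genes, 84.6% had the exact reads and 100% had them up to a common factor, and 96.8% of the intervals held the true ratio. Of 200 changed genes, 100% were called in their direction, but these were set 4-fold apart and had a mean above 200 reads. The genes at least 2-fold apart in the deposited data had a median of 34 reads over both libraries, so this result does not cover most of them. Of 100 random lists, 5 fell outside the central 95%. Lists of genes that vary together were not simulated.

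Marker lists for melanocytes, intermediate cell ion transport, marginal cells, basal cells and fibrocytes, Schwann cells, bone, cartilage, muscle, blood, macrophages and neutrophils, MHC class I antigen presentation, interferon response, Y chromosome, neurons and cell proliferation were written before the data were examined. The median of a list with at least 3 genes past the minimum was placed among 10000 random lists, each member drawn from 200 genes of nearest mean expression, and its counting error came from 1000 Poisson resamples. Where features share a symbol, the one with the highest mean RPKM was used. The genes named are those the paper names from its RNA-seq data, those of Tables S9, S10 and S12, the 5 lowest and the 5 highest log2 ratios among genes above 0 in both libraries with RPKM of at least 10 in at least one, and members of a list beside its result. Adjacent genes at least 2-fold apart that moved in the same direction are also named. Gene names came from the deposited table, the paper's tables and an Ensembl name table, which named 16376, 9 and 1789 features, and 9448 features stayed without a name. RefSeq annotation of a later assembly served only for the order of genes.

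Alternatives set before the data were examined were pseudocounts of 0.1 and 1 RPKM, no minimum RPKM value and minimums of 5 and 10, scaling by the median, by the upper quartile and to TPM, thresholds of 1.5-fold and 4-fold, other thresholds of expression, and other ways to scale the exon reads. Added after seeing the data were the intervals, the other MITF features, the library ratio from the RPKM values for the M-exon, and Ensembl features alone. The deposited table holds 2 more columns, without headings, with values for 22 genes; these were not used. Results for some genes are not reported here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.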

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

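The tests of counting error, of differences between the animals and of the interferon list were chosen only after these results were seen; the test on the bone list was set before, but leaving DMP1 out of it was chosen after.

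Among genes in none of Tables S9, S10 and S12, 80 had a 95% interval wholly beyond 2-fold, 42 lower and 38 higher in the r/r SV, of which 17 lie outside the Ensembl annotation. Counting error alone argues for fewer genes than were seen: 100 draws of a pair of libraries from 1 common profile gave from 279 to 364 genes at least 2-fold apart, against the 651 observed. The mean of the draws, 320, shows that counting error could account for about as many as 49.1% of the 651. The recovered reads can be fewer than the true reads, which raises this share. The draws also take the reads as independent, which was not tested, so the share is not a firm upper limit. What stays open is whether the rest follows the genotype. Differences between the animals or their dissections cannot be told apart from the genotype, since there was 1 library per genotype.

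CCK had 1.03 RPKM in the R/r SV and 23.8 RPKM in the r/r SV, a log2 ratio of 4.53 (95% interval 3.66 to 5.55). Novel01290, a feature outside the Ensembl annotation, had a log2 ratio of 4.22 (2.79 to 6.13) from 4 and 67 reads, and INMT had 2.48 (1.95 to 3.05). None of these 3 genes is in Table S9, S10 or S12. Their intervals argue against counting error, and no test of another explanation was run for them.

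The bone list of 12 genes had a median log2 ratio of -0.70, below all of the 10000 matched random lists, with 11 genes lower in the r/r SV. IBSP fell from 431 to 268 RPKM, COL1A2 from 277 to 180 RPKM, and MEPE had a log2 ratio of -3.14, while SPP1 was higher at 0.27. DMP1 is in this list and in Table S9. Without DMP1 the median was -0.68. A difference in the tissue dissected with the SV, since bone lies next to the lateral wall, is a candidate explanation, but the test set beforehand, a shift of the whole list in the direction of DMP1, is the observation itself. Less bone in the r/r sample cannot be told apart from an effect of the genotype on bone cells, since either would lower the list. Across the settings tried the median ranged from -0.73 to -0.68.

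The interferon response list of 10 genes had a median log2 ratio of 0.42 with 9 genes higher in the r/r SV. MX1 rose from 39.8 to 54.5 RPKM and ISG15 from 22.0 to 30.2 RPKM; IFIT2 was lower at -0.27, within its interval of -0.62 to 0.07. MX2 had the highest ratio, 1.94, and shares its 61 and 211 reads with an overlapping feature. This median lay at percentile 100 of matched random lists, so genes drawn independently would seldom give it. Genes of a list may vary together between any samples, which the random lists do not cover, so the percentile cannot exclude chance for such genes. A difference in library size or scaling is argued against, as the lowest median under 3 scalings was 0.38. A difference between the animals and an effect of the genotype both stay open and were not tested.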

How the results depend on the processing

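No paired analysis was possible because there was 1 library per genotype. The alternatives were set before the data were examined, except the intervals, the other MITF features, the library ratio from the RPKM values and Ensembl features alone.

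No result changed direction among those at the claims. The number of genes at least 2-fold apart was 651 (360 lower, 291 higher). It became 317 (183 and 134) with a pseudocount of 1, 1483 (752 and 731) with no minimum RPKM value, 178 (107 and 71) with a minimum of 5, 87 (54 and 33) with a minimum of 10, 130 (73 and 57) at 4-fold, and 106 (58 and 48) for intervals wholly beyond 2-fold. The minimum and the fold threshold act by construction, since they change which genes can be counted; for the pseudocount the cause was not tested. With a pseudocount of 0.1, 3 scalings or Ensembl features alone it stayed between 482 and 670. From 50.7% to 62.1% of these genes were lower in the r/r SV across minimums, pseudocounts and scalings.

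The melanocyte median of -1.25 became -2.25 with a pseudocount of 0.1, -1.91 with a pseudocount of 1, -3.34 with a minimum of 5 and -5.01 with a minimum of 10. With no minimum RPKM value it was -1.09, the weakest shift among the settings tried. A pseudocount brings in MLANA, listed at 0 in the r/r SV, and a minimum removes members with low values; the cause was not tested further. The share of genes not 2-fold lower, 98.9%, became 99.5% with a pseudocount of 1, 96.1% with no minimum, 99.7% with a minimum of 5, 99.8% with a minimum of 10 and 95.6% at 1.5-fold. SOX features expressed in both SVs numbered 5 at a threshold of RPKM 5, by construction.

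The MITF log2 ratio stayed between -0.49 and -0.43 under the settings set beforehand. The M-exon fold stayed within its interval, from 8.52 to 17.2. Of 224 values of single genes of Table S9 under alternatives, 13 left their interval, 12 of them with a pseudocount of 1, and 0 changed sign. Of 99 medians of other lists, 2 left their counting error, muscle with no minimum (0.03) and cartilage under TPM (-0.26), and 5 changed sign, in the Schwann cell, muscle and cell proliferation lists. Scaling by the median, upper quartile or TPM removed shifts of -0.02, -0.01 and 0.04 on the log2 scale from all genes. Depth limits genes with few reads, such as SOX2, whose interval of -1.77 to 0.11 spans no change.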

Differences from the paper's values

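The paper gives 28 genes with 2-fold differential expression, against 651 here. None of the alternatives set before the data were examined closed the gap: the number was 670 with a pseudocount of 0.1, 317 with a pseudocount of 1, 1483 with no minimum RPKM value, 178 and 87 with minimums of 5 and 10, 648, 653 and 662 under scaling by the median, by the upper quartile and to TPM, and 130 at 4-fold. The paper's Table S9 lists 16 genes lower in the r/r SV, against 360, and 12 genes higher, against 291; across the same alternatives these numbers were at least 54 and 33, so that the gap stayed in every one of them. Intervals wholly beyond 2-fold, chosen after seeing the values, gave 106 genes. Table S9 also prints a p-value for each gene, and the paper's text does not name the test behind it.

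For the genes that Table S9 does list, 0 of the 28 log2 values differed from those here by more than counting error, and all 160 RPKM values of Tables S9, S10 and S12 equal the deposited values at 2 decimals. The paper's fold for the M-exon is 11.5 in its text, against 11.8 here and in the sheet of the paper.

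KIR1.2, which the paper names among markers that remained in the r/r SVs, was expressed there at 5.97 RPKM but with a log2 ratio of -1.75, and it is not in Table S9. SOX2, which the paper names as expressed in SVs, had 0.851 RPKM in the r/r SV, below the threshold of 1 and above that of 0.5.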

Other observations

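The tests on the MITF exons, on class I alleles, on 1 common level of class I transcription and on muscle were chosen only after the results were seen; those on Schwann cells, melanocytes, scaling, interferon or antigen presentation activity, genes around MITF and adjacent genes were set before.

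The lower expression of pigment genes was weighed against 3 explanations. Fewer Schwann cells or less nerve are argued against by the Schwann cell list without the genes that melanocytes may also express: its 5 genes had a median log2 ratio of 0.11, at percentile 89.0 of matched random lists. Among these 5 genes, GAP43 was lower at -1.19. Scaling is argued against as well, since the melanocyte median was -1.23 after scaling by the median. For a lower share of melanocytes, the test set beforehand was whether KIT and SOX10 fall with the melanosome genes. They did not: KIT had a log2 ratio of 0.019 and the interval of SOX10 spanned 0. This outcome speaks against a lower share, but KIT and SOX10 could come from other cells of the lateral wall, a limit seen only after the values were known, and EDNRB fell with the melanosome genes. A lower share of melanocytes therefore cannot be told apart from lower expression within them. The stage is also in doubt: the sample labels give postnatal day 1, and the paper places the loss of intermediate cells around birth.

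MITF itself was lower in the r/r SV. For these libraries, loss of the M transcripts alone is argued against by the paper's reads on exons A and B, which M transcripts lack. Their log2 ratio was -0.48 (95% interval -0.81 to -0.16, or -0.83 to -0.18 with the library ratio from the RPKM values). Exon A alone had -0.51 (-0.98 to -0.05) and exon B alone -0.44 (-0.92 to 0.02). These intervals cover counting error only. By RT-PCR and immunoblot of R/R and r/r cochleae, the paper saw no clear difference in MITF-A or MITF-H. A lower activity shared by the genes around MITF is argued against by the 5 genes on each side in RefSeq order. Their median of -0.05 lay at percentile 30.1 of 10142 such windows. Single neighbours went both ways beyond their intervals: FRMD4B (-0.26) and ARL6IP5 (-0.12) were lower, UBA3 (0.25) and RYBP (0.14) higher. A fall limited to some neighbours therefore stays open. An effect of the insertion on other MITF promoters, a lower share of MITF-expressing cells and a difference between the animals or their dissections were not tested.

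Genes of MHC class I moved in opposite directions. Of 9 class I genes, 3 were lower and 3 higher in the r/r SV beyond their intervals, and SLA-1 rose from 15.0 to 53.3 RPKM. That 3 genes were lower while others rose argues against one level of class I transcription changed for all members. A difference in interferon or antigen presentation activity could add to the rises, and the test set beforehand came out as this explanation needs. The antigen presentation list without its class I genes lay at percentile 97.8 (3 genes, median 0.30), and the interferon list above its random lists. The former rests on B2M (0.30): TAPBP was at -0.06, PSMB8 had 7 and 8 reads, and the counting error of the median, -0.13 to 0.34, spans no change. A common rise also does not account for the genes that fell. Different class I alleles in the animals, whose reads were assigned to different genes of the family, may account for both. The summed RPKM values of the 9 genes had a log2 ratio of -0.034, against a median size of 0.43 for single genes. Opposite changes offset each other in a sum whatever their cause, so this comparison cannot decide it. This sum was taken over a set of genes fixed after an earlier one had been seen; with the neighbouring TMP-CH242-74M17 genes included, 12 genes in all, it was 0.15. No allele could be read from RPKM values, so the explanation by alleles remains a hypothesis.

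MYH6, higher in the r/r SV in Table S9, could reflect more muscle in that sample. The muscle list argues against this, with a median of -0.41 over 5 genes at percentile 1.55, although MYH7 was higher at 0.52 and the median was 0.03 with no minimum RPKM value.

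Of 200 genes at least 2-fold apart that could be placed in RefSeq order, 5 adjacent pairs moved in the same direction: SLC22A3 and SLC22A2, CACNA1G and ABCC3, ADAMTS12 and SLC45A2, GRIA1 and NMUR2, and DNAJB13 and UCP2. Chance placement gave as many pairs in 488 of 10000 shuffles, with a median of 2, so that 5 pairs lay only just outside what chance placement gives in 95% of shuffles. Shared reads of neighbours and shared regulation were not tested.

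The remaining lists gave these medians: cartilage -0.23 at percentile 0.12 (9 genes), blood -0.28 at percentile 0.56 (5 genes), macrophages and neutrophils -0.12 at percentile 21.9 (7 genes), Y chromosome -0.03 at percentile 49.4 (3 genes) and cell proliferation 0.01 at percentile 63.6 (6 genes). The neuron list had 1 gene past the minimum and no median. These percentiles are not adjusted for the 14 lists that were placed, nor for genes of a list that vary together. The Y chromosome genes USP9Y, with 15.8 and 15.3 RPKM, and UTY, with 6.13 and 6.00 RPKM, were expressed in both SVs.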
